# CDSeq: A novel complete deconvolution method for dissecting heterogeneous samples using gene expression data

**DOI:** 10.1371/journal.pcbi.1007510

**Published:** 2019-12-02

**Authors:** Kai Kang, Qian Meng, Igor Shats, David M. Umbach, Melissa Li, Yuanyuan Li, Xiaoling Li, Leping Li

## Abstract

Quantifying cell-type proportions and their corresponding gene expression profiles in tissue samples would enhance understanding of the contributions of individual cell types to the physiological states of the tissue. Current approaches that address tissue heterogeneity have drawbacks. Experimental techniques, such as fluorescence-activated cell sorting, and single cell RNA sequencing are expensive. Computational approaches that use expression data from heterogeneous samples are promising, but most of the current methods estimate either cell-type proportions or cell-type-specific expression profiles by requiring the other as input. Although such partial deconvolution methods have been successfully applied to tumor samples, the additional input required may be unavailable. We introduce a novel complete deconvolution method, CDSeq, that uses only RNA-Seq data from bulk tissue samples to simultaneously estimate both cell-type proportions and cell-type-specific expression profiles. Using several synthetic and real experimental datasets with known cell-type composition and cell-type-specific expression profiles, we compared CDSeq’s complete deconvolution performance with seven other established deconvolution methods. Complete deconvolution using CDSeq represents a substantial technical advance over partial deconvolution approaches and will be useful for studying cell mixtures in tissue samples. CDSeq is available at GitHub repository (MATLAB and Octave code): https://github.com/kkang7/CDSeq.

## Author summary

Understanding the cellular composition of bulk tissues is critical to investigate the underlying mechanisms of many biological processes. Single cell sequencing is a promising technique, however, it is expensive and the analysis of single cell data is non-trivial. Therefore, tissue samples are still routinely processed in bulk. To estimate cell-type composition using bulk gene expression data, computational deconvolution methods are needed. Many deconvolution methods have been proposed, however, they often estimate only cell type proportions using a reference cell type gene expression profile, which in many cases may not be available. We present a novel complete deconvolution method that uses only bulk gene expression data to simultaneously estimate cell-type-specific gene expression profiles and sample-specific cell-type proportions. We showed that, using multiple RNA-Seq and microarray datasets where the cell-type composition was previously known, our method could accurately determine the cell-type composition. By providing a method that requires a single input to determine both cell-type proportion and cell-type-specific expression profiles, we expect that our method will be beneficial to biologists and facilitate the research and identification of mechanisms underlying many biological processes.

This is a *PLOS Computational Biology* Methods paper.

## Introduction

The measured expression of a gene in a bulk sample reflects the expression of that gene in every cell in the sample. Consequently, the measured gene expression profile (GEP) of a tissue sample is commonly regarded as a weighted average of the GEPs of the different component cell types [1, 2].

The heterogeneous nature of bulk tissue samples complicates the interpretation of bulk measurements such as RNA-Seq. Often researchers are interested in understanding whether an experimental treatment targets one particular cell type in a heterogeneous tissue or in investigating possible sources of variation among samples [3]. For example, the composition of tumor-infiltrating lymphocytes impacts tumor growth and patients’ clinical outcomes [4–9]. With expression measurements on bulk tissue, it is often difficult to distinguish between low expression in a highly abundant cell type and high expression in less abundant cell type [3]. Consequently, understanding the cell-type composition of each sample and the GEP of each constituent cell type becomes important. “Deconvolution” is a generic term for a procedure that estimates the proportion of each cell type in a bulk sample together with their corresponding cell-type-specific GEPs [10, 11]. Deconvolution can be approached experimentally using flow cytometry or single cell RNA sequencing. For solid tissues, these techniques require isolating individual cells, thereby presenting laboratory challenges as well as potentially sacrificing a systems perspective. Single cell RNA sequencing is also expensive and requires challenging data handling and analysis [12, 13].

Deconvolution can also be approached computationally using GEP profiles from collections of bulk tissue samples [11, 14]. Many deconvolution methods have been developed in the past decade. The pioneering work of Venet et al. [15] employed an algorithm based on matrix factorization to deconvolve a matrix of GEPs (each normalized to sum to 1) into a product of two matrices, one containing the cell-type proportions for each sample and the other containing the GEPs for each cell type. The constraints required for each matrix in the product (proportions must be nonnegative and sum to 1 across cell types; expression levels must obey the same constraints across genes) impose technical challenges on matrix factorization in this context. Deconvolution methods that are based on nonnegative matrix factorization (NMF) may not be guaranteed to find cell-type-specific components [16, 17]. Consequently, most existing methods only perform partial deconvolution: either the algorithms require cell-type proportions as input to estimate cell-type-specific GEPs [1, 17–20] or vice versa [21–29]. These methods generally use regression techniques and some also use marker genes [3, 30, 31] to estimate the unknowns of interest. Such deconvolution approaches have shown important findings [7, 31], however they could suffer if the needed information is unavailable or if the fidelity of reference GEP profiles or cell-type proportions is questionable.

Our goal was to develop a complete deconvolution method using only bulk RNA-Seq data by estimating cell-type proportions and cell-type-specific GEPs simultaneously. The underlying model was based on latent Dirichlet allocation (LDA) [32], a probabilistic model designed for natural language processing. LDA was designed to use text corpora as input and extract essential structure, namely, the topics that constitute the content of documents in the corpus. The problem of deriving abstract yet meaningful topics from a corpus of documents shares a fundamental similarity with the problem of extracting cell-type-specific information from bulk RNA-Seq data. The original LDA model cannot, however, fully capture the complexity of bulk RNA-Seq data. Although some existing methods are based on the LDA model [26, 27, 33], those methods were designed for partial deconvolution and require cell-type-specific GEPs as input. We refer to our method as CDSeq (Complete Deconvolution for Sequencing data). We assessed CDSeq’s performance using several synthetic and real experimental datasets with known cell-type composition and cell-type-specific GEPs and compared it with seven other deconvolution methods.

## Materials and methods

### Overview of CDSeq

Using only bulk RNA-Seq expression data for multiple samples as input, CDSeq provides estimates of both cell-type-specific GEPs and sample-specific cell-type proportions simultaneously (Fig 1). Our model extends the LDA model in the following ways: first, the random variable that models cell-type-specific GEPs depends on gene length [34]; second, the probability of having a read from a cell type depends on both the proportion of that cell type present in a sample and the typical amount of RNA produced by cells of that type [24, 35]. This second extension accommodates the possibility that different cell types produce different amounts of RNA, a circumstance that could bias estimates of cell-type proportions.

**Fig 1:**
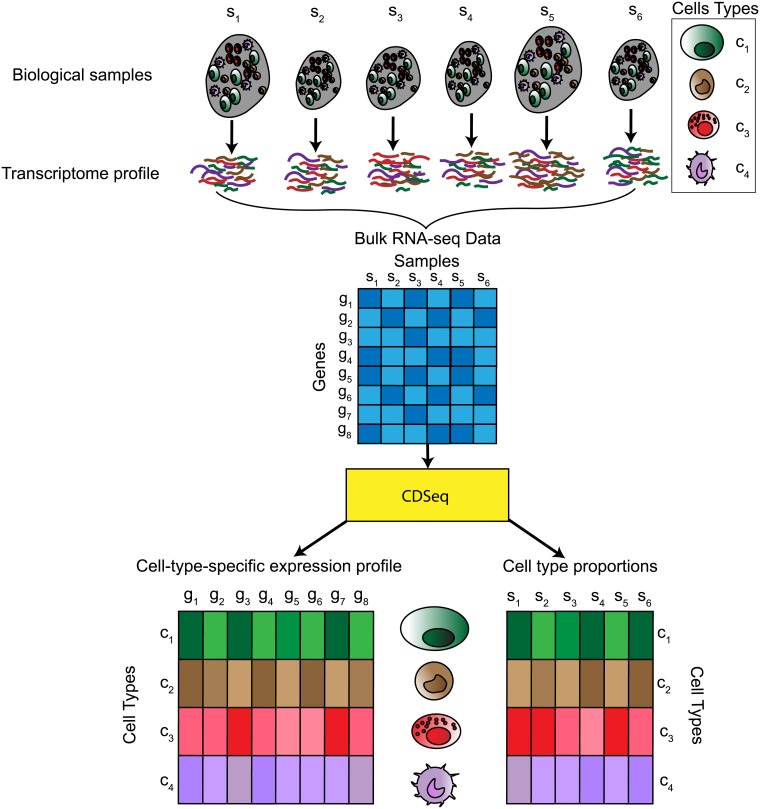
Schematic of the CDSeq approach. Heterogeneous samples consist of different cell types. The bulk RNA-Seq profile represents a weighted average of the expression profiles of the constituent cell types. CDSeq takes as input the bulk RNA-Seq data for a collection of samples and performs complete deconvolution that outputs estimates of both the cell-type-specific expression profiles and the cell-type proportions for each sample. This Figure depicts a simple scenario of six biological samples comprising four cell types, each with gene expression measurements on eight genes.

To describe our model and the statistical inference scheme, we first introduce the notation. Let *M* denote the number of samples and *T* denote the number of cell types comprising each heterogeneous sample. We model the vector containing the cell-type-specific proportions for sample *i*, denoted *θ*_*i*_ = (*θ*_*i*,1_, ⋯, *θ*_*i*,*T*_) ∈ *S*^*T*^, where *S*^*T*^ denotes a (*T* − 1)-simplex, as a Dirichlet random variable with hyperparameter $\alpha =\left(\alpha_{1},\cdots ,\alpha_{T}\right)\in R_{+}^{T}$. Next, let *G* denote the number of genes in the reference genome to which reads are mapped. We denote the GEP of pure cell type *t*, a vector of gene expression values for the entire genome normalized to sum to 1, as *ϕ*_*t*_ = (*ϕ*_*t*,1_, ⋯, *ϕ*_*t*,*G*_) ∈ *S*^*G*^, where *S*^*G*^ denotes a (*G* − 1)-simplex and model it as a Dirichlet random variable with hyperparameter $\beta =\left(\beta_{1},\cdots ,\beta_{G}\right)\in R_{+}^{G}$. With *T* cell types in all *M* samples, the matrices *θ* = [*θ*_1_, ⋯, *θ*_*M*_] and *ϕ* = [*ϕ*_1_, ⋯, *ϕ*_*T*_] encapsulate all the features that we seek to estimate from the data based on our model.

We denote the true GEP of heterogeneous sample *i* by Φ_*i*_ = (Φ_*i*,1_, Φ_*i*,2_, Φ_*i*,*G*_) ∈ *S*^*G*^. Φ_*i*_ is a weighted average of the pure cell-type GEPs with weights given by the sample-specific cell-type proportions, namely, $\Phi_{i}=\sum_{t=1}^{T}\theta_{i,t}\phi_{t}$. This random variable controls the rate of generating RNA copies from genes.

We do not observe the true Φ_*i*_ directly but instead observe reads from each sample and we can obtain the read assignments to genes. Assume that the length of every sequenced read, denoted *m*, is the same. Let categorical random variable *r*_*i*,*j*_ denote read *j* from sample *i* (after mapped to a gene, the possible outcomes of *r*_*i*,*j*_ depend on the gene and its length), and let categorical random variable *g*_*i*,*j*_ ∈ {1, ⋯, *G*} denote the gene or transcript assignment of read *r*_*i*,*j*_. Both ${\left\{r_{i,j}\right\}}_{i=1,j=1}^{M,N_{i}}$ and ${\left\{g_{i,j}\right\}}_{i=1,j=1}^{M,N_{i}}$ are observed for every heterogeneous sample, where *N*_*i*_ denotes the number of reads from sample *i*. In transcript *k*, the number of positions in which a read can start is ${\tilde{\ell }}_{k}=\ell_{k}-m+1$ where *ℓ*_*k*_ is the length of transcript *k*. The adjusted length ${\tilde{\ell }}_{k}$ is called the effective length of transcript *k*, then *r*_*i*,*j*_ has ${\tilde{\ell }}_{g_{i,j}}$ possibilities [34]. If the reads are mapped to genes instead of to transcript isoforms, then we need to consider the effective length of gene, denoted by *ℓ*_*g*_, which is total length of all the transcripts comprising the gene after projection into genomic coordinates. All the analyses reported here were done on the gene level.

Different cell types may generate different amounts of RNA owing to their varying sizes, therefore we employ a Poisson random variable with parameter *η*_*t*_ to model the number of reads generated from cell type *t*. Let *η* = (*η*_1_, ⋯, *η*_*T*_). Parameter *η* can be estimated from RNA-Seq read counts from pure cell types using the unweighted sample mean, a maximum likelihood unbiased estimator. CDSeq uses the user-specified *η* to adjust RNA proportions to cell proportions. If such information is not provided, CDSeq will assign each element of *η* the same value, indicating no differences in cell sizes (*θ* then represents RNA proportions, not cell proportions).

Finally, to complete specification of our model, we need to be able to assign reads in the heterogeneous sample to individual cell types; thus, we introduce a latent categorical random variable *c*_*i*,*j*_ ∈ {1, ⋯, *T*} that is the cell type indicator of read *r*_*i*,*j*_. Our model specifies that RNA-Seq reads from bulk tissues are generated as follows:

1. Generate gene expression profiles for different cell types, i.e., *ϕ*_*t*_ ∼ *Dir*(*β*) for cell type *t*, *t* = 1, ⋯, *T*, and $\phi_{t}\in R^{G}$.
2. Choose *θ*_*i*_ ∼ *Dir*(*α*) which denotes the mixture proportion of different cell types in the sample *i*, *i* = 1, ⋯, *M*, and $\theta_{i}\in R^{T}$.
3. For each of the *N*_*i*_ RNA-Seq reads in sample *i*, where *N*_*i*_ denotes the total reads of sample *i*
  - Choose a cell type $c_{i,j}∼\text{Categorical}({\tilde{\theta }}_{i})$, where *j* = 1, ⋯, *N*_*i*_, $c_{i,j}\in R$, ${\tilde{\theta }}_{i}\propto \theta_{i}\cdot \eta$ (adjusting cell proportion *θ* to RNA proportion $\tilde{\theta }$) and “·” denotes element-wise product.
  - Choose a gene $g_{i,j}∼\text{Categorical}({\tilde{\phi }}_{c_{i,j}})$, where *j* = 1, ⋯, *N*_*i*_, $g_{i,j}\in R$, ${\tilde{\phi }}_{c_{i,j}}\propto \phi_{c_{i,j}}\cdot \tilde{\ell }$ (adjusting gene expression $\phi_{c_{i,j}}$ by considering the effective gene length) and ${\tilde{\phi }}_{c_{i,j}},\phi_{c_{i,j}},\tilde{\ell }\in R^{G}$. $\tilde{\ell }$ denotes the effective lengths of genes and “·” denotes element-wise product.
  - Generate a read sequence *r*_*i*,*j*_ by uniformly choosing one of the ${\tilde{\ell }}_{g_{i,j}}$ positions in gene *g*_*i*,*j*_.

To this end, a graphical model of CDSeq is presented in Fig 2 depicting the stochastic process of generating RNA-Seq data. Details on parameter estimation and method for determining the optimal number of cell types in the data are provided in S1 Methods.

**Fig 2:**
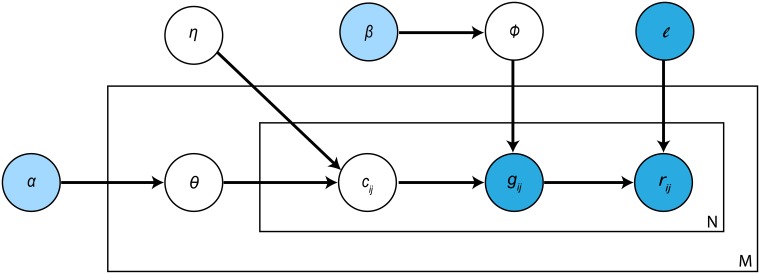
Graphical representation of CDSeq probabilistic model. The light blue nodes, *α*, *β*, denote the hyperparameters that are assumed to be known. The dark blue nodes, *ℓ*, *g*_*ij*_, *r*_*ij*_, denote the values of observable random variables (either measured in the study or established in previous studies) whereas the white nodes, *η*, Φ, *θ*, *c*_*ij*_, are unobservable random variables that need to be inferred from data. The outer box represents samples where *M* is the sample size, and the inner box denotes the RNA-Seq data of a sample where *N* is the total number of reads from the sample (see S1 Methods for details).

The cell types delineated by CDSeq are mathematical entities that must be matched to corresponding biological cell types. To match the CDSeq cell types to actual cell types requires a list of reference cell-type-specific GEPs and metric of similarity (for example, Pearson’s correlation coefficient or Kullback-Leibler divergence) (S1 Methods). Depending on the application, many reference profiles are available, e.g., the LM22 [25] for immune cell subsets. We employed the Munkres algorithm [36] in CDSeq for cell type association when a list of reference GEPs is provided. An alternative way to identify CDSeq-estimated cell types, without using a reference GEP profile, is to evaluate enrichment scores of marker gene sets similar to scRNA-Seq analysis [9].

### Computational complexity and a data dilution strategy to speed up the algorithm

In CDSeq, the Gibbs sampler iteratively assigns a cell type to each read using a binary search with a time complexity of O(logT), where *T* is the number of cell types. Assume the number of total reads is *R*, then the time complexity of the Gibbs sampler is O(RlogT). If needed, we have also provided a way to speed up the CDSeq using a data dilution strategy (S1 Methods). Specifically, one could divide all the read counts by a positive constant—dilution factor. We systematically tested the effect of the dilution factor on the accuracy of estimation using both synthetic and experimental mixture data. For our 32 experimental mixtures with ∼ 20*k* genes using a dilution factor of 10, it took CDSeq about 2 hours to finish on an iMac (3.5 GHz Intel Core i7 with 32GB memory).

### A quasi-unsupervised learning strategy

CDSeq is an unsupervised learning method that aims at discovering the latent pattern from data without any labeling or prior knowledge. The GEPs of the cell types identified by CDSeq may not closely match any available pure cell line GEPs. This issue may arise because highly correlated GEPs of multiple cell types or subtypes complicates the deconvolution problem and renders CDSeq less able to definitively separate cell types. For example, this issue is escalated in the problem of deep deconvolution. Deep deconvolution refers to the problem of using a whole blood or peripheral blood mononuclear cell (PBMC) sample to estimate the proportions and gene expression profiles of a greater number of cell subtypes, going further down into the hematopoietic tree [11]. To mitigate this kind of problem, we developed a quasi-unsupervised learning strategy. The idea is to provide CDSeq some guidance that leads the algorithm to more biologically meaningful latent information. The guidance consists of appending a set GEPs of pure cell lines to the original input GEPs of heterogeneous samples. The choice of GEPs appended should reflect pure cell lines that are believed to constitute the samples.

To apply the quasi-unsupervised approach, one could simply append a set of pure cell line GEPs to the GEPs of the bulk samples for the same genes. Each appended pure cell line GEP is treated as a “bulk” sample by CDSeq. For example, let *X*_*G*×*M*_ denote bulk RNA-Seq data for *G* genes and *M* samples, to append a set of *W* pure cell line GEPs, say, ${\tilde{X}}_{G\times W}$, one would need to create $Y_{G\times (M+W)}=\left[X_{G\times M},{\tilde{X}}_{G\times W}\right]$, a data matrix with *G* rows (genes) and *M* + *W* columns (samples), as the input for CDSeq. We showed that, using this quasi-unsupervised strategy, CDSeq provided more informative estimates than those obtained using the fully unsupervised mode (Results). We call this learning strategy “quasi-unsupervised” because, although we do not incorporate any labeling information within CDSeq algorithm itself, we do inject strong signals about likely relevant cell types into the input data. In short, CDSeq is not explicitly aware of such labeling information (pure cell line GEPs appended to input) and treats them the same as other input samples unlike traditional semi-supervised methods where the labeling information is explicitly taken into account by the algorithms.

### Comparisons with other deconvolution methods

We compared CDSeq to seven competing deconvolution methods using their default settings when applicable (Table 1). We present detailed comparisons with csSAM and CIBERSORT in the main text and full comparisons in S1–S8 Figs. For the purpose of comparison, we used reads per kilobase per million mapped reads (RPKM) [37] normalization as input for RNA-Seq data. 

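RNA-Seq libraries were made from 4 pure human cell lines and from 32 mixtures of their RNAs, the experimental mixtures of S2 Table. MCF7 is a breast cancer line, Hs 343.T a fibroblast line, hMECs-hTERT a line of mammary epithelial cells and Namalwa a line of B lymphocytes. For every mixture an expected profile was computed as the mean of the pure profiles, weighted by the proportions of S2 Table, and compared with the observed RPKM. Abundant genes of single kinds of cell lay far from the expected level in 4 of the libraries labelled as mixtures. CD79B, a part of the B cell receptor, was at 963.6 CPM (counts scaled to the size of the library) in the library labelled mixture 8 where 166.8 were expected, and KRT8, a keratin of simple epithelium, was at 4.88 CPM there where 7228 were expected. COL1A1, which encodes a chain of type I collagen, was at 18580 CPM in the library labelled mixture 7 (expected 2569). KRT5, a keratin of basal epithelium, was at 7922 CPM in that labelled mixture 26 (expected 1743) and at 0.573 CPM in that labelled mixture 25 (expected 1096). KRT8 was nearer to the expected level in the library labelled mixture 25, at 12600 CPM (expected 6412, log2 ratio 0.974). A median over all mixtures passes over differences in single libraries and does not test them. Each of the 9669 genes expected at 10 CPM or more in all mixtures had a median observed level within 2-fold of the expected one. Of these genes, 0 lay on the same side in all 32. Across 28086 genes, Pearson's r between observed and expected log2(RPKM + 1) had a median of 0.9915 over the 32 mixtures and ranged from 0.8441 in mixture 8 to 0.9974 in mixture 19 (SD 0.0347). The next lowest values were 0.8834 in mixture 7, 0.9231 in mixture 26 and 0.9352 in mixture 25. This r is taken across genes, which are not independent replicates, and it is high for any mixture of these RNAs: with equal weights for the lines its median was 0.9888, and with the weights of the other mixtures 0.9897. The weights of S2 Table for the mixture itself gave the highest r in 2 of 32 mixtures, with a median rank of 9. Marker genes of most pure libraries go against their labels: on markers of the labelled line, 6 of the 8 ranked from 16 to 36 among all 40 libraries. The expected profiles by label are therefore in doubt.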

Using our experimental mixtures, we also showed that the RPKM-normalized RNA-Seq data fit well with the linearity assumption employed by deconvolution methods (S10 Fig). Details on the linearity assumption are given in S1 Methods.

**Table 1:** Deconvolution methods for comparison.

Deconvolution methods	Estimate proportions	Estimate GEPs	Reference	Dataset*
CDSeq	✓	✓		①-⑥
CIBERSORT	✓		[25]	①-⑥
DeconRNAseq	✓		[22]	①-⑥
UNDO	✓		[29]	①-②
csSAM		✓	[1]	①-③
DSA		✓	[20]	①-③
deconf	✓	✓	[16]	①-⑥
ssKL	✓	✓	[17]	①-⑥

* **Dataset**: ① Synthetic mixtures (S1 Table); ② Experimental mixtures (S2 Table); ③ Mixtures of liver, lung and brain [1]; ④ Leukocyte subtypes(LM22) [25]; ⑤ Lymphoma samples [25]; ⑥ PBMC samples [25].

### Synthetic and experimental mixtures and gene expression profiling

We generated 40 synthetic samples (S1 Table) and 32 experimental mixtures measured using RNA-Seq (S2 Table) for benchmarking CDSeq. The details of data generation procedure are given in S1 Methods.

## Results

### Performance on synthetic data

We first benchmarked CDSeq on synthetic mixtures with known compositions that we created numerically from publicly available GEPs from Cold Spring Harbor Laboratory. In this synthetic numerical experiment, we amplified the potential bias between RNA proportions and cell-type proportions by artificially increasing the RNA amount of certain cell types before mixing them together to generate the synthetic samples. We generated 40 synthetic samples where each sample was a combination of six different cell types in different proportions (S1 Table).

In estimating cell-type proportions, CDSeq outperformed CIBERSORT, showing smaller differences between the true and estimated proportions for each cell type and, consequently, smaller root mean square error (RMSE) (Fig 3 and S1 Fig). The RMSE of CDSeq was overall 77% lower than that of CIBERSORT.

**Fig 3:**
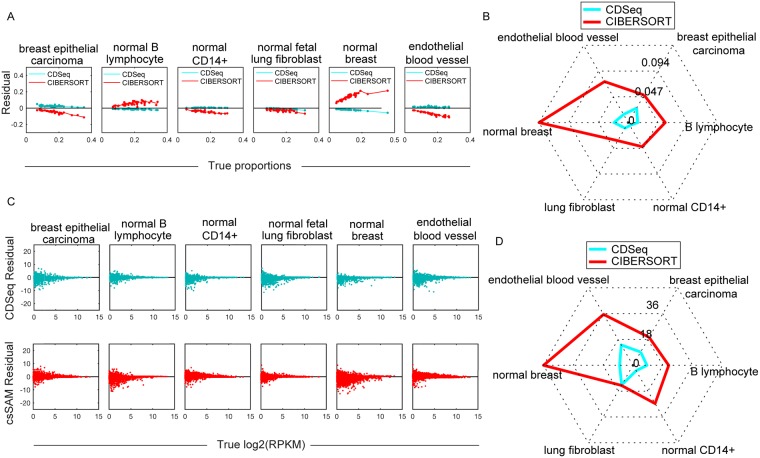
Deconvolution of synthetic mixtures. We ran CDSeq with six cell types, *α* = 5, *β* = 0.5, and 700 MCMC runs. (A) Difference (“residual”) between estimated and true cell-type proportion plotted against true proportion for CDSeq (green) and CIBERSORT (red). Each plotted point represents the value for a single sample. (B) Radar plot of RMSE for estimates of sample-specific cell-type proportions. CDSeq (green); CIBERSORT (red). (C) Difference (“residual”) between estimated and true log2 gene expression level (log2(RPKM)) plotted against true log2 gene expression level for CDseq (green) and csSAM (red). Each plotted point represents a single gene, 22498 genes total. (D) Radar plot of RMSE for gene expression levels (RPKM). CDSeq (green); csSAM (red).

In estimating GEPs, performances of CDSeq and csSAM were comparable. However, CDSeq still outperformed csSAM with 64% lower RMSE values than csSAM (Fig 3 and S1 Fig). Notice that RMSE is not calculated on log scale because some of the gene expression values are zeros. In addition, CDSeq outperformed all other seven competing deconvolution methods as shown in Fig 4. CDSeq in general requires more running time than competing methods. For the synthetic mixtures, CDSeq took about 2 hours and CIBERSORT took about 3 hours whereas the remaining tools took seconds to complete.

**Fig 4:**
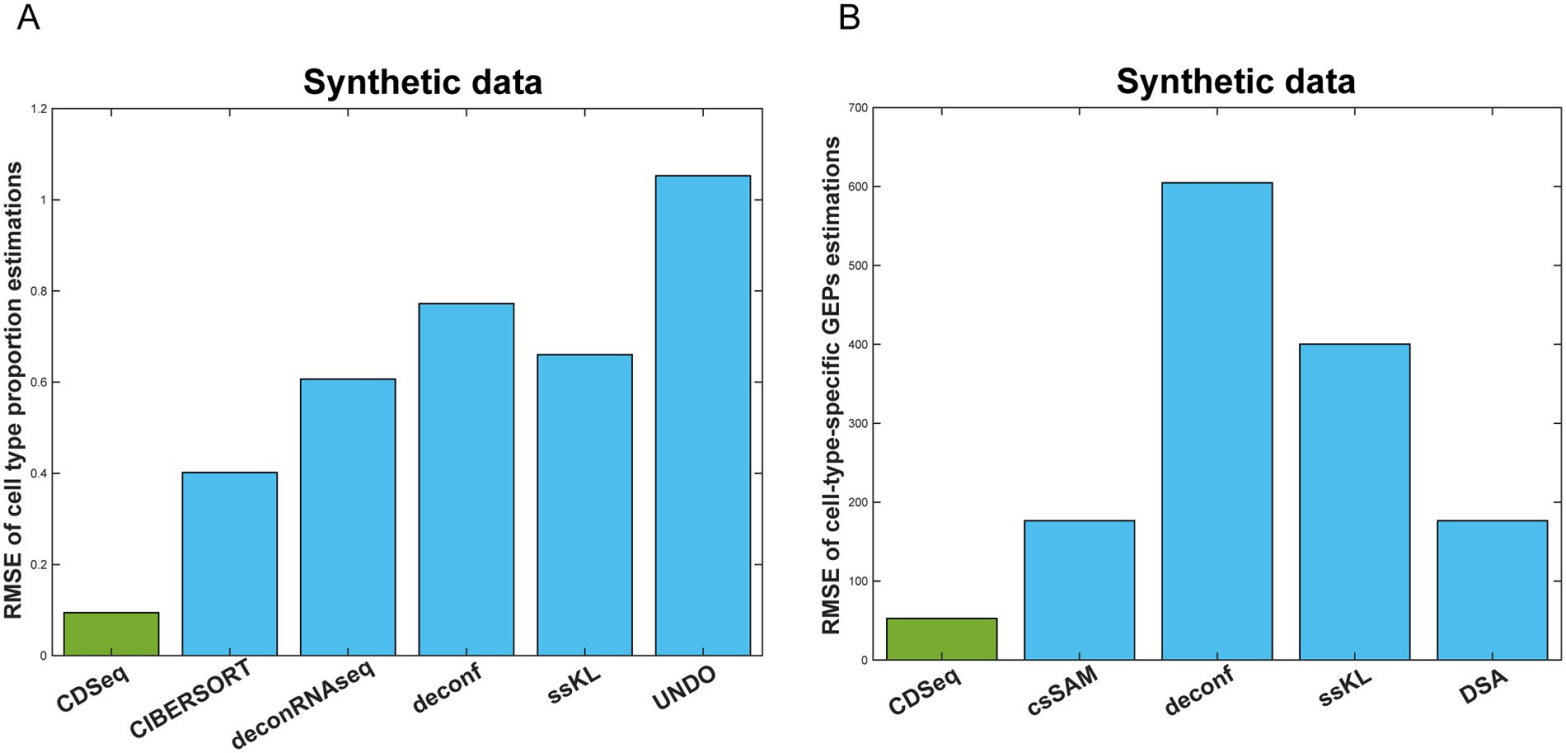
Performance comparisons on synthetic mixtures. (A) RMSEs of sample-specific cell-type proportion estimations; (B) RMSEs of cell-type-specific GEPs estimations.

### Performance on mixture of RNAs extracted from cultured cells

Our second performance evaluation used data from a designed experiment that created 32 mixture samples using known RNA proportions isolated from four pure cell lines (S1 Methods). 

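The mixtures and the pure lines were sequenced as 40 libraries, 1 for each of the 32 mixtures and 2 for each pure line. MCF7 is a luminal breast cancer line that expresses the estrogen receptor and stands for the tumor. Hs 343.T is a line of fibroblasts from breast tissue and stands for the cancer-associated fibroblasts (CAFs). The hMECs-hTERT are normal mammary epithelial cells immortalized with TERT, the catalytic part of telomerase, and Namalwa is a B lymphocyte line from a Burkitt lymphoma. By S2 Table, MCF7 makes up from 25% to 85% of the RNA of a mixture and 52.19% on average, and each other line 15.94% on average and 35% at most. Lists of marker genes for luminal and basal mammary epithelium, fibroblasts and B lymphocytes were fixed before the data were examined. Of the 8 libraries labelled as pure, 2 had the highest level of all 40 libraries on the list of the line they are labelled with, and 6 did not. Only 1 of the 2 libraries of a line can be highest, but these 6 were not next to the highest either. Their ranks were 36 for MCF7 replicate 2, 19 and 16 for Hs 343.T, 33 and 22 for hMECs-hTERT and 33 for Namalwa replicate 1. Values are therefore given by label, as the library labelled with a line or a mixture number, and every RMSE by label carries this doubt. The authors trimmed adapters, aligned single-end reads from libraries of a kit that does not keep the strand to GRCh38 with STAR and counted reads per gene with featureCounts. They deposited counts that are not normalized. The table holds 56648 genes, of which 54922 matched the gene names of an annotation on GRCh38 and took between 98.85% and 99.27% of the counts of a library. The libraries of the 32 mixtures held 6451452 to 36357398 counts, with a median of 22462702. Mixtures 1 to 26 held 14237900 or more (median 24849364) and mixtures 27 to 32 held 10226959 or less (median 7645742). The pure libraries numbered 1 held 13879263 to 26955922 counts and those numbered 2 held 6393514 to 8961600. The CDSeq model here is a plain LDA sampler written anew, not the authors' program. It takes equal RNA amounts for all cell types and uses gene length only after the fit, for RPKM. For this model, counts were divided by a dilution factor of 10, which left 69415573 reads of 23733 genes, out of 28797 genes with at least 10 counts over the mixtures. RPKM was computed for comparisons of profiles, with the exon length of each gene as its length. The article and the sample descriptions do not state whether the 2 libraries of a line came from separate cultures, and S1 Methods was not read. The p-values of tests between pure lines measure only the spread between libraries of the same label. This spread may be technical, or come from libraries of different content under 1 label. The p-values of permutation tests rest on the 32 mixtures instead. Each mixture was sequenced once and has no replicate.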

CDSeq predicted both the cell proportions and GEPs well (Fig 5). 

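Given only the 32 libraries labelled as mixtures and 4 cell types, the CDSeq model put the marker genes of luminal epithelium, basal epithelium, fibroblasts and B lymphocytes into 4 different components. In 3 of these libraries 1 component held nearly all reads, and in another the fibroblast component held 81.14%. The separation may therefore rest on libraries that hold nearly 1 kind of RNA. By itself it does not show whether mixed RNA was resolved. All 25 genes of the B lymphocyte list had their highest estimated level in the same component, with a median of 40.1 RPKM there, among them CD79A at 354.5 and TCL1A at 236.8 RPKM. Of 23 measured genes of luminal breast epithelium, 22 were highest in another component, with a median of 102 RPKM. They included KRT8 at 1862 RPKM, GATA3, a transcription factor of the luminal lineage, at 400.8 RPKM, and ESR1, the estrogen receptor, at 31.0 RPKM. Of 25 genes of basal mammary epithelium, 24 were highest in the basal component at a median of 107 RPKM, with KRT5 at 1873 and KRT14 at 2023 RPKM. Of 25 genes of fibroblasts and extracellular matrix, 24 were highest in the fibroblast component at a median of 217 RPKM, with COL1A1 at 2862 and FN1, which encodes fibronectin, at 3917 RPKM. The 3 exceptions were KRT7, at 717.5 RPKM in the basal component, TWIST1, at 27.2 RPKM in the basal component, and KLK5, at 0.615 RPKM in the B lymphocyte component. Of 24 estrogen response genes, 18 were highest in the luminal component, among them TFF1 at 3002 and GREB1 at 107.7 RPKM. Of 12 genes of MHC class II, 10 were highest in the B lymphocyte component, among them CD74 at 308.1 RPKM. TERT was highest in the basal component, at 14.8 RPKM, followed by the B lymphocyte component at 7.83. CDKN2A and MTAP, 2 neighboring genes that MCF7 has lost by deletion, were at 0.351 and 0.0734 RPKM in the luminal component, and CDKN2A was at 14.7 RPKM or more and MTAP at 5.44 or more in the others.
The luminal component held on average 51% of the reads of a mixture, the basal one 19.6%, the B lymphocyte one 17% and the fibroblast one 12.4%. In the libraries labelled mixtures 8, 25 and 26 a single component held nearly all reads, at 99.97% for the B lymphocyte one, 99.97% for the luminal one and 99.65% for the basal one, in this order. The fibroblast component had its highest share, 81.14%, in the library labelled mixture 7, where the basal component held 18.79%. The luminal component was the largest in 26 of 32 libraries, with 87.5% in mixture 9 and 85.28% in mixture 10. Across genes, mixtures 8, 25, 26 and 7 were also the ones that correlated best with the component concerned, at r = 0.9933, 0.9975, 0.9958 and 0.9731.

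**Figure D1:**
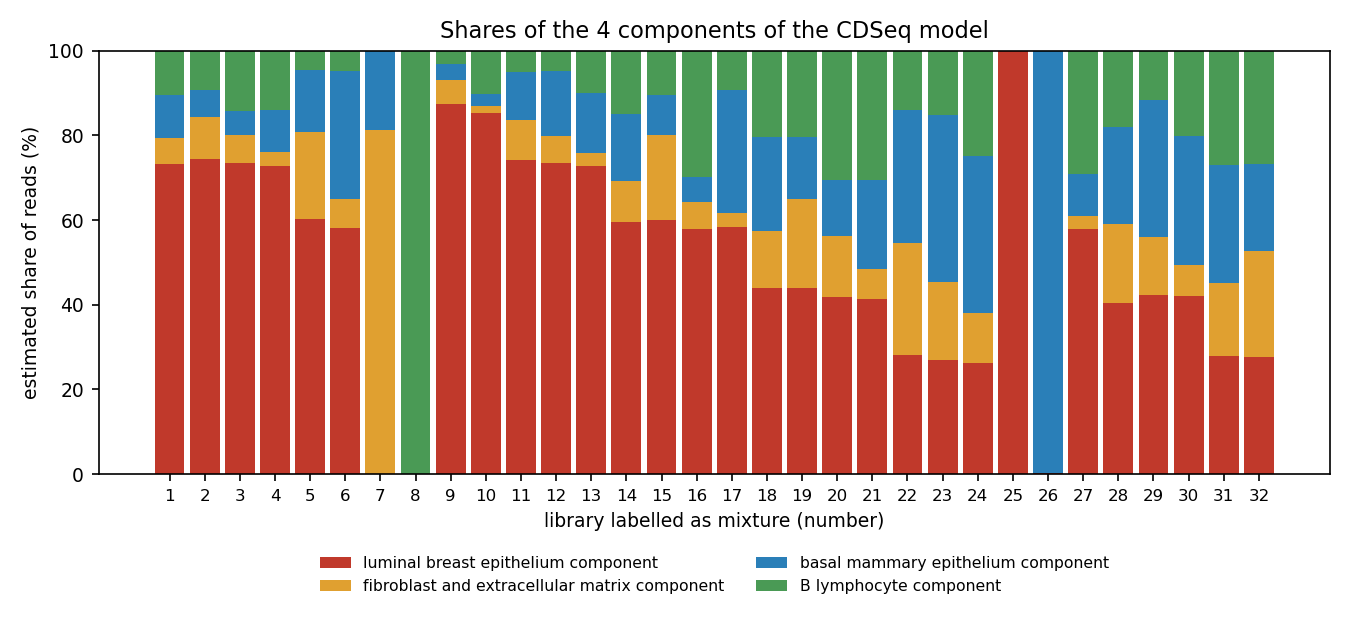
Estimated share of reads (vertical axis, in percent) of the luminal, fibroblast, basal and B lymphocyte components of the CDSeq model in each of the 32 libraries labelled as mixtures (horizontal axis, by number), from 1 run and without replicates. The bars of mixtures 8, 25 and 26 are filled almost entirely by 1 component each, and that of mixture 7 by the fibroblast component (81.14%) and the basal component (18.79%).

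Matched to the libraries labelled as pure by the highest sum of Pearson correlations, the luminal component was assigned to MCF7 and the B lymphocyte component to Namalwa, but the basal component to Hs 343.T and the fibroblast component to hMECs-hTERT. With these assignments the estimated MCF7 proportions had r = 0.445 with those of S2 Table (n = 32, permutation p = 0.011, adjusted p = 0.044 over 8 relations, two-sided) and Spearman's rho = 0.564 (permutation p = 0.00099). Without the 2 mixtures farthest from the median proportion r was 0.419, in the 26 deeper mixtures it was 0.417, and in the 6 shallow ones no r can be had since MCF7 is at 25% in each. For Hs 343.T r was 0.313 (permutation p = 0.0743, adjusted p = 0.149) with rho = 0.434 (permutation p = 0.013). Its r was 0.392 without the 2 farthest mixtures, 0.361 in the deeper and -0.426 in the shallow ones. For hMECs-hTERT r was -0.0117 (permutation p = 0.955) and for Namalwa 0.0183 (permutation p = 0.93), both with an adjusted p of 0.955, and rho was 0.145 (permutation p = 0.426) and 0.264 (permutation p = 0.145). Without the farthest mixtures r was -0.0452 and -0.0343, in the deeper ones -0.0612 and -0.0696, and in the shallow ones 0.138 and 0.202. All these r take mixtures and lines by label, which is in doubt. A low r therefore does not show that the model failed to resolve the mixtures. The RPKM values come from 1 run, and at a dilution factor of 100 the same starting seed gave KRT5 0.186 RPKM and COL1A1 1711 RPKM in the components matched to these. KRT8 and KRT18 overlap in the genome, as CDKN2A does with an antisense gene, and keratins and HLA genes have close copies, so that their levels are uncertain in counts without strand.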

CDSeq generally outperformed all competitors as indicated by smaller total RMSE (Fig 6); For example, CDSeq had 17% smaller RMSE than CIBERSORT for estimating cell-type proportions and 16% smaller RMSE than csSAM for estimating GEPs (S2 Fig).

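The genes named here are among those with the largest differences between the estimated GEP and the mean of the 2 pure libraries, by label, which favors genes whose 2 libraries differ. TIMP1, an inhibitor of metalloproteinases that fibroblasts secrete, was estimated at 4613 RPKM in the profile assigned to hMECs-hTERT and stood at 4130 in the library labelled hMECs-hTERT replicate 2 but at 181.1 in replicate 1. COL1A2, which encodes the other chain of type I collagen, was estimated at 1904 RPKM in that profile, against 1588 and 58.6. KRT17, a basal keratin, was estimated at 2542 RPKM in the profile assigned to Hs 343.T and stood at 2591 in the library labelled Hs 343.T replicate 1 but at 690.9 in replicate 2. The immunoglobulin gene IGLV1-51, whose reads close copies may share, was estimated at 4474 RPKM for Namalwa, against 125.3 and 4314 in the libraries labelled Namalwa replicates 1 and 2. TFF1, an estrogen response gene, was estimated at 0.241 RPKM for Namalwa, against 2665 and 16.2. For MCF7, the mitochondrial MT-CO2 was estimated at 7690 RPKM, against 7472 in replicate 1 and 5175 in replicate 2. Of the genes named so far KRT17 lay between its 2 libraries and the others outside them. MT-RNR2 was estimated at 616.1 RPKM for Hs 343.T, against 1181 and 2553, and MT-CO1 at 5586 RPKM for hMECs-hTERT, against 4323 and 4893. Over all genes, the RMSE of the estimated GEPs against the mean of the 2 pure libraries was 20.6 RPKM for MCF7, 22.8 for Hs 343.T, 38.6 for hMECs-hTERT and 29 for Namalwa, and 111 in all. The RMSE between the 2 pure libraries of the same label was 39.9, 39.9, 66.1 and 53.9 RPKM, and 200 in all. Each library lies nearer to their mean than to the other, so these do not bound the errors against the mean. A least squares regression of each gene on the known proportions, which stood in for csSAM, had 9.95, 14.8, 36.3 and 26.1 RPKM, and 87.1 in all. With only the pure libraries numbered 2 the order turned, at 97.7 RPKM for CDSeq and 134.1 for the regression, and with only those numbered 1 it was 135.8 and 125.4. The difference between both methods was not tested. The known proportions and the pure profiles were both taken by label, so it does not rank them. For proportions, the total RMSE over the 4 lines against S2 Table was 0.798 ± 0.139 for the CDSeq model (bootstrap SD, n = 32 mixtures) and 0.929 ± 0.095 for support vector regression as CIBERSORT uses it. By line the CDSeq model had 0.241 for MCF7, 0.179 for Hs 343.T, 0.178 for hMECs-hTERT and 0.2 for Namalwa, and support vector regression 0.329, 0.191, 0.194 and 0.215. The total of this CDSeq model, which was written anew like its competitors, was 14.06% smaller, a difference of -0.131. Its squared error summed over lines was smaller in 28 of 32 mixtures (two-sided permutation test of sign flips on this error, p = 0.00417). Against constrained least squares, as in DeconRNASeq, with a total of 1.01, the difference was -0.212 and CDSeq had the smaller error in 31 of 32 mixtures (permutation p = 1e-05, the smallest that these permutations can give). Matrix factorization, as in deconf, had a total of 0.807. Giving every mixture the mean of the known proportions had a total of 0.493, below all 4 methods. Support vector regression and constrained least squares took their reference from the libraries labelled as pure, whose labels are in doubt. The CDSeq model was fitted without these libraries, so the differences above do not rank the methods. Support vector regression had r = 0.594 with the known proportions of MCF7 (n = 32, permutation p = 0.00044, adjusted p = 0.00352) and rho = 0.59 (permutation p = 0.00055), r = 0.618 without the 2 farthest mixtures and r = 0.605 in the 26 deeper ones. For Hs 343.T it had r = 0.358 (permutation p = 0.0414, adjusted p = 0.11) and rho = 0.537 (permutation p = 0.00163), for hMECs-hTERT r = 0.242 (permutation p = 0.184, adjusted p = 0.294) and rho = 0.325 (permutation p = 0.0695), and for Namalwa r = 0.184 (permutation p = 0.322, adjusted p = 0.429) and rho = 0.419 (permutation p = 0.0181). Without the 2 farthest mixtures these r were 0.434, 0.226 and 0.157, in the deeper ones 0.377, 0.218 and 0.109, and in the 6 shallow ones -0.281, 0.0772 and 0.276. At a dilution factor of 100 the difference between CDSeq and support vector regression was -0.00624 with seed 1 (permutation p = 0.939), while the totals of the other 3 seeds at this factor, 0.7914 to 0.8505, were below that of the regression and were not tested. At 1000 the difference was 0.147 in favor of support vector regression (permutation p = 0.0344, 1 seed). No gene passed the test for being specific to a line, so the 150 reference genes per line of the regression were chosen by fold alone, after the data had been seen. From the smaller total RMSE (Fig 6), the paper concludes that CDSeq generally did better than its competitors.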

**Fig 5:**
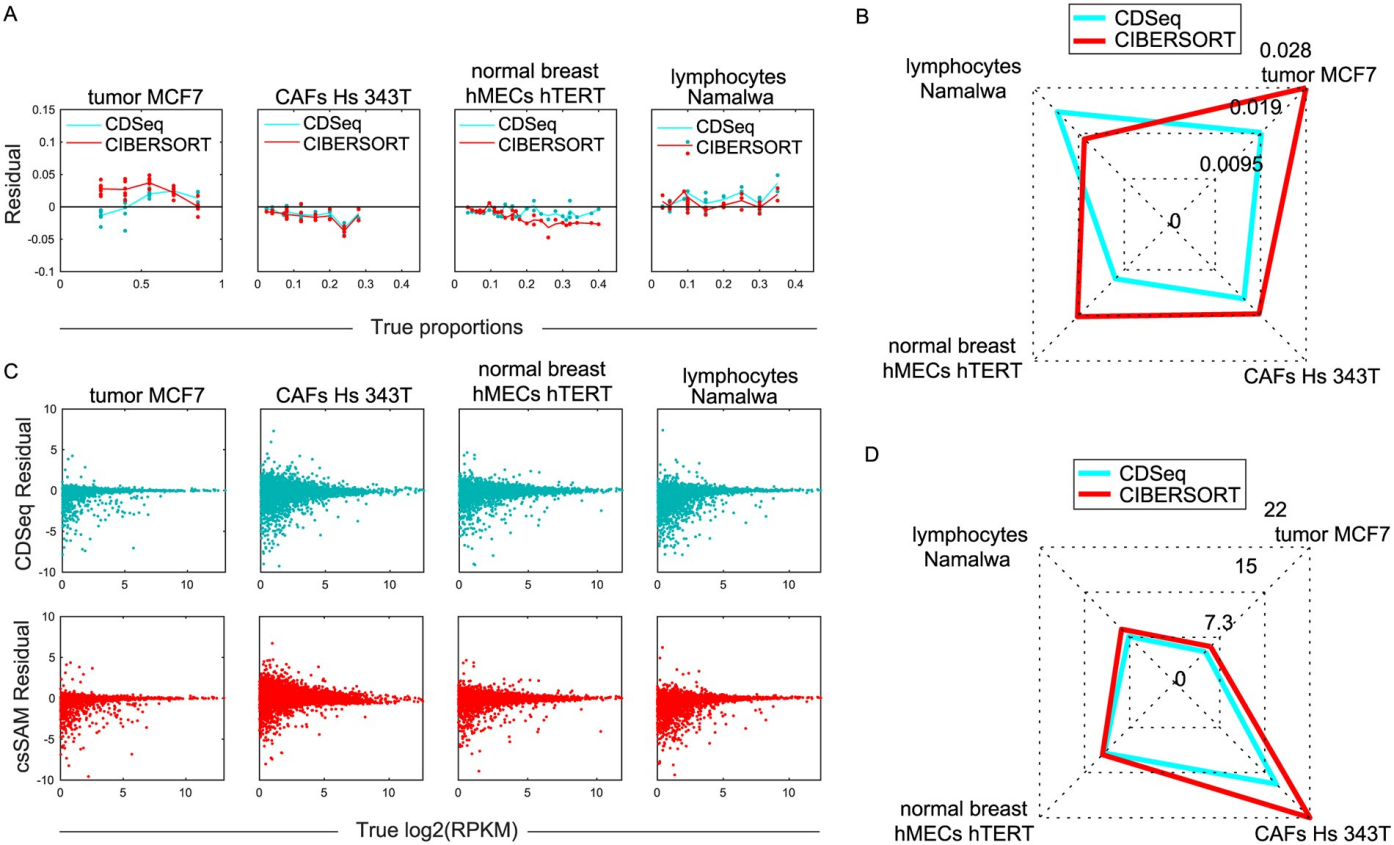
Deconvolution of mixed RNA from cultured cell lines. We ran CDSeq with four cell types, *α* = 5, *β* = 0.5, and 700 MCMC runs. (A) Difference (“residual”) between estimated and true cell-type proportion plotted against true proportion for CDSeq (green) and CIBERSORT (red). Each plotted point represents the value for a single sample. (B) Radar plot of RMSE for estimates of sample-specific cell-type proportions. CDSeq (green); CIBERSORT (red). Total RMSE summing over cell types is 17% smaller for CDseq compared to CIBERSORT. (C) Difference (“residual”) between estimated and true log2 gene expression level (log2(RPMK)) plotted against true log2 gene expression level for CDseq (green) and csSAM (red). Each plotted point displays the expression value of a single gene, 19653 genes in total. (D) Radar plot of RMSE for gene expression levels. CDSeq (green); csSAM (red). Total RMSE of gene expression (summing over cell types) is 16% smaller for CDseq compared to csSAM.

**Fig 6:**
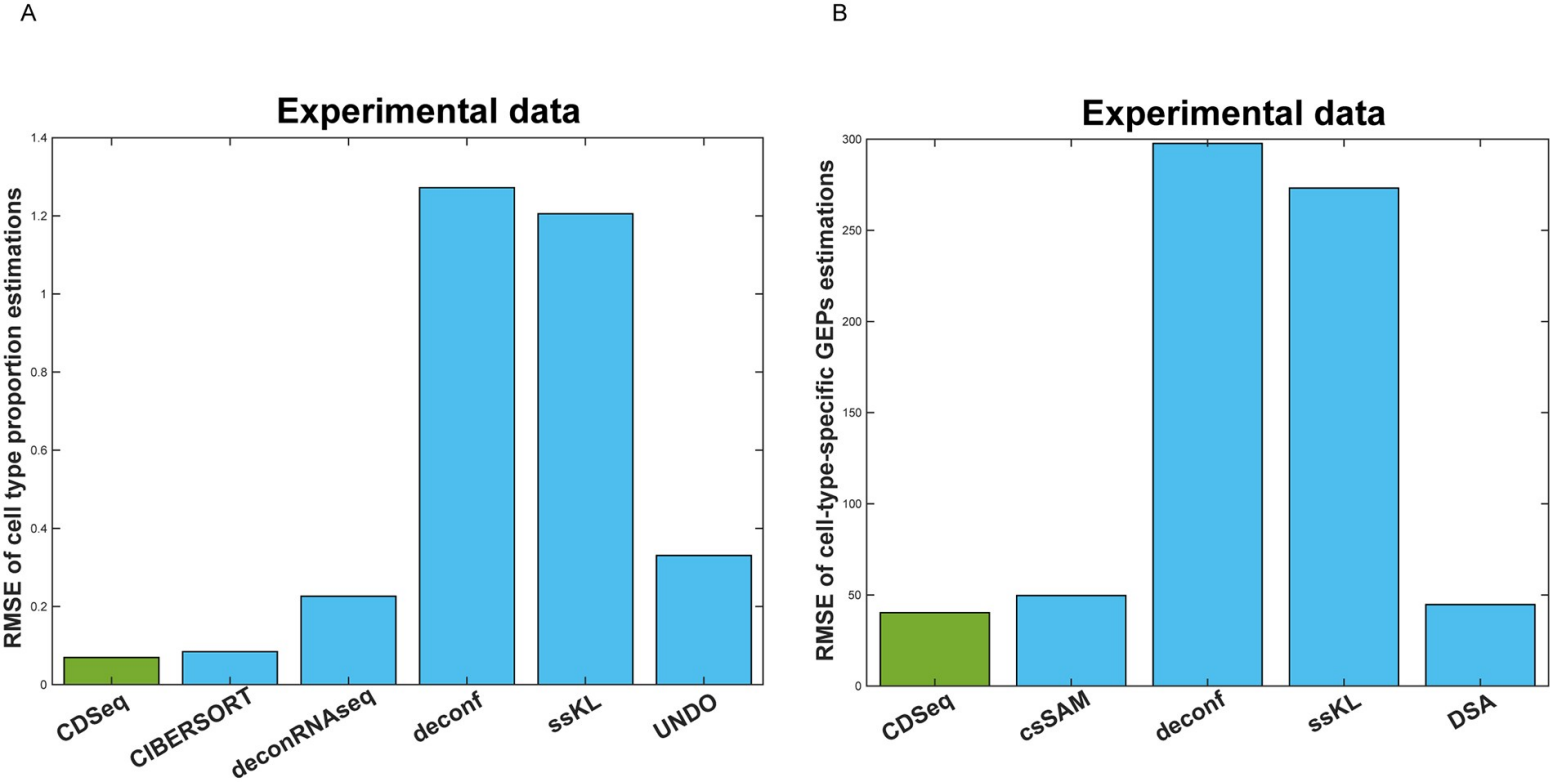
Performance comparisons on experimental mixtures. (A) RMSEs of sample-specific cell-type proportion estimations; (B) RMSEs of cell-type-specific GEPs estimations.

### Dissecting mixtures of liver, lung, and brain cells

We evaluated CDSeq using the experimental data set designed for csSAM [1]. The microarray data set consists of 11 mixtures (each with 3 replicates) of liver, brain and lung cells with varying known RNA proportions. We showed that CDSeq outperformed all competing methods in estimating both cell-type-specific GEPs and sample-specific proportions of cell types (Fig 7 and S3 Fig). For example, the RMSE of the CDSeq-estimated cell proportion was 44% lower than the corresponding CIBERSORT RMSE, and the RMSE of CDSeq-estimated GEPs was similar to the corresponding csSAM RMSE.

**Fig 7:**
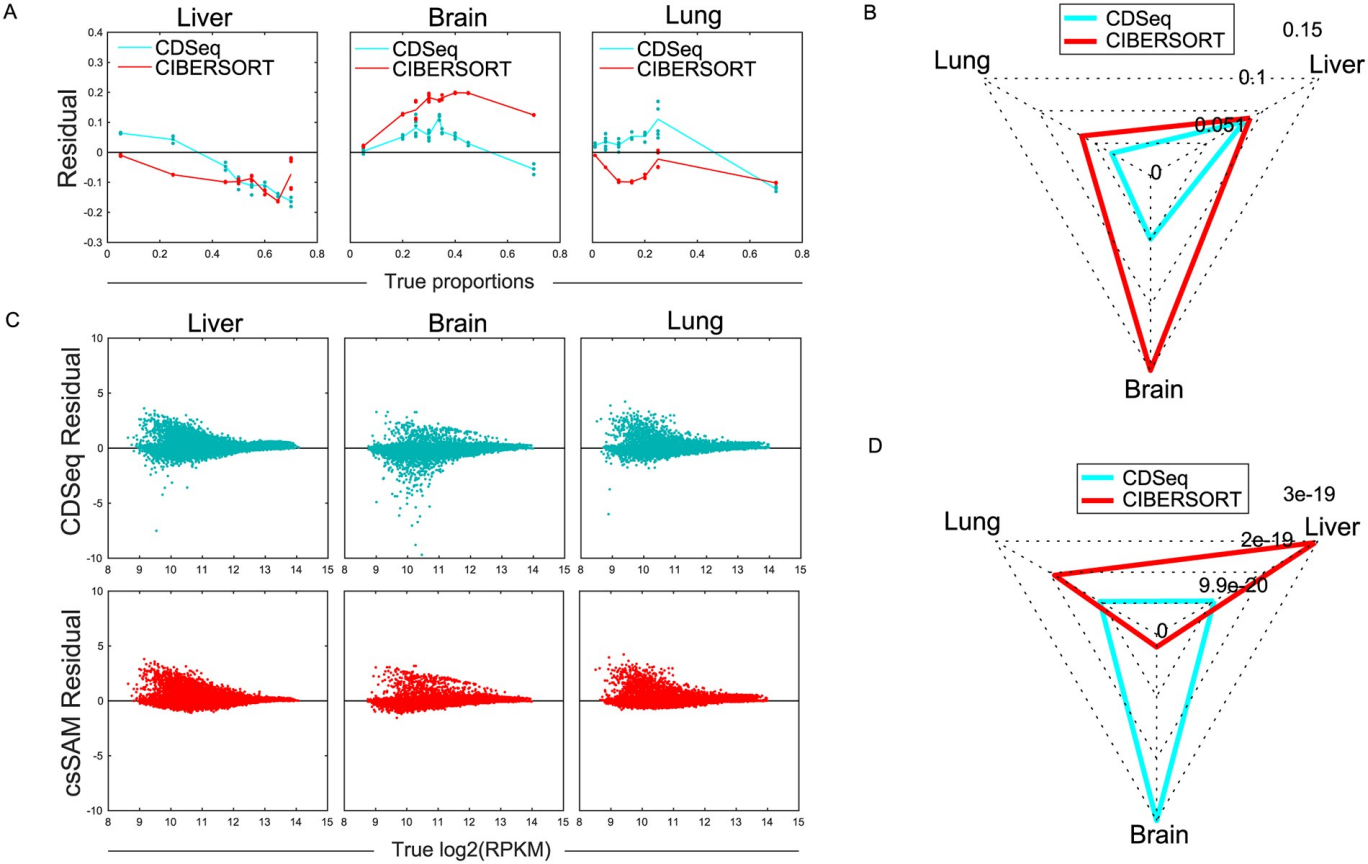
Deconvolution of mixed liver, lung and brain cell lines. Comparisons with CIBERSORT and csSAM on mixtures of liver, brain and lung cells. (A) Residual of proportion estimation; (B) Radar plot of RMSE for proportion estimation; (C) Residual of GEPs estimation; (D) Radar plot of RMSE for GEPs estimation.

### Evaluation using leukocyte subtypes

To test the performance of CDSeq on some extreme cases, we applied CDSeq to a set of GEPs from pure cell lines. We chose LM22 designed by Newman et al. [25], which comprises 22 human hematopoietic cell phenotypes. Thus, the GEPs of some of the cell lines are highly correlated with each other. CDSeq successfully uncovered the 22 cell types. CDSeq’s estimates of cell-type proportions, which should be 100% for these pure cell lines, generally exceeded 90%. Overall, CDSeq performed comparably with CIBERSORT, deconRNAseq, and ssKL in estimating sample-specific cell-type proportions (S4 Fig), even though CIBERSORT and deconRNAseq require the GEPs of leukocyte subtypes as input (deconf performed much worse, in comparison to CDSeq). For cell-type-specific GEPs estimation, CDSeq performed comparably with deconf and ssKL (S4 Fig).

### Immune cell analysis of lymphoma data with comparison to flow-cytometry

We evaluated CDSeq against flow-cytometry measurements of leukocyte content in solid tumors. Data comprised GEPs from 14 bulk follicular lymphoma samples and corresponding flow-cytometry measurements [25]. Our goal was to estimate the proportions of B cells (naive B cell and memory B cell) and T cells (CD8 T cell, CD4 naive T cell, CD4 memory resting T cell, CD4 memory activated T cell, follicular helper T cell, regulatory T cell) in those 14 samples using CDSeq. We set the number of cell types to be eight (the number of all B cell and T cell subtypes in our reference file). We carried out two approaches—fully unsupervised and quasi-unsupervised. The quasi-unsupervised performed better than the fully unsupervised approach for this dataset when the GEPs of constituent cell types are highly correlated (S6 and S7 Figs). We showed that CDSeq outperformed deconf and ssKL and performed comparably with CIBERSORT and DeconRNAseq (Fig 8 and S7 Fig), both of which require a reference GEP set as input.

**Fig 8:**
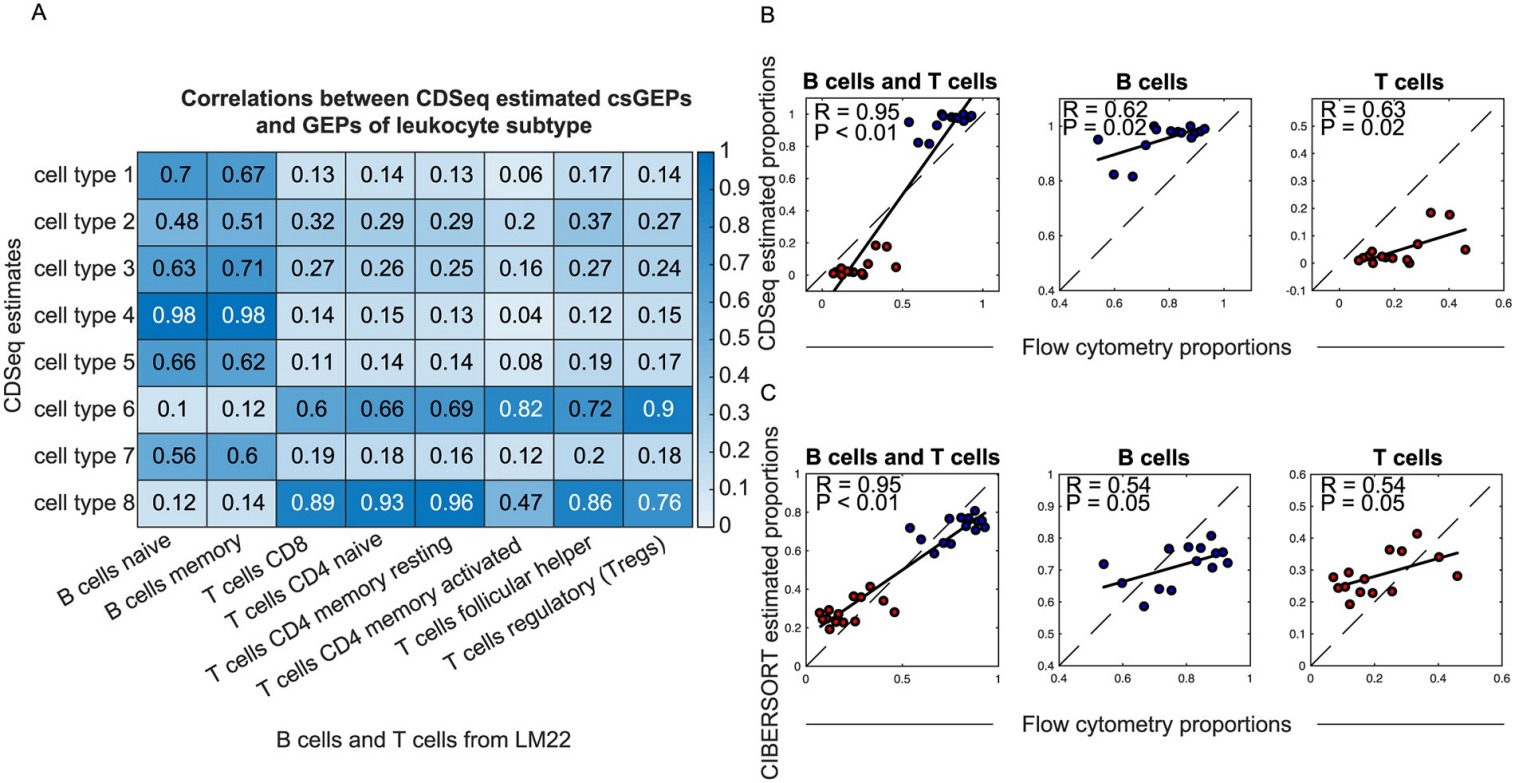
Comparison of CDSeq using the quasi-unsupervised strategy with CIBERSOFT on deconvolution of B cells and T cells in lymphoma samples. We ran CDSeq with 22 cell types, *α* = 0.5, *β* = 0.5, and 700 MCMC runs. We considered an anonymous CDSeq-identified cell type to match one of the B cell (blue dots) or T cell subtypes (red dots) if the Pearson correlation of their GEPs exceeded 0.6. (A) Correlation between estimated GEPs and true GEPs; (B) CDSeq estimated proportions versus flow cytometry; (C) CIBERSORT estimation versus flow cytometry.

### CDSeq on deep deconvolution

To assess CDSeq’s performance on deep deconvolution, we used a set of 20 PBMC samples [25]. To evaluate performance, we also used information provided by Newman et al. [25]: namely, flow-cytometry measurements for nine of the 22 leukocyte subtypes (the only subtypes with flow cytometry available). That LM22-provided GEPs of about half of these nine subtypes were highly correlated (S5 Fig) should challenge CDSeq’s ability both to find the corresponding GEPs of those nine subtypes in the 20 PMBC samples and to accurately estimate their proportions. We first ran CDSeq in fully unsupervised mode and set the number of cell types to be 22. Using the GEPs of LM22 as references, we found that CDSeq could not uncover the nine subtypes (S8 Fig), possibly because of the highly correlated GEPs among subtypes.

To improve estimation, we turned to the quasi-unsupervised strategy when running CDSeq by appending the 22 GEPs of LM22 to the 20 samples, 42 samples in total. Using the 0.6 correlation threshold to match CDSeq-identified cell types to the corresponding 22 leukocyte subtypes, we found that the quasi-unsupervised strategy improved CDSeq’s performance (Fig 9 and S8 Fig): one CDSeq-identified cell type matched both naive and activated B cells; another matched both resting and activated mast cells; two CDSeq-identified cell types did not match any of the 22 LM22 known subtypes; the remainder matched only one LM22 subtype each.

**Fig 9:**
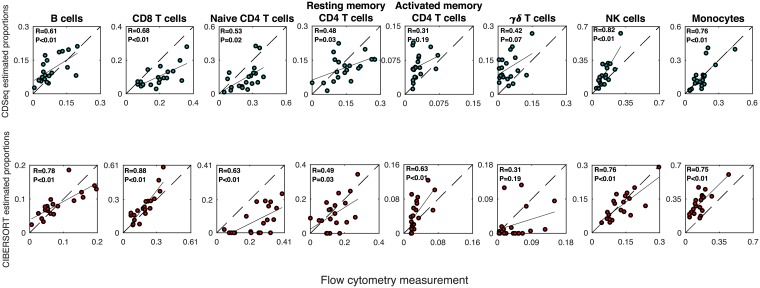
Deep deconvolution of PBMC data. We applied CDSeq using the quasi-unsupervised learning strategy and ran CDSeq with 22 cell types, *α* = 50, *β* = 20. The black line is the linear regression line; the dashed line is the *x* = *y* line; *R* is the correlation coefficient; and *P* is the p-value for testing the null hypothesis of no correlation.

We next compared CDSeq-estimated cell-type proportions of these nine cell subtypes to flow-cytometry measurements. However, since CDSeq could not distinguish between naive B cells and memory B cells, we combined these two types into one overall B cell type, resulting in eight total subtypes (Fig 9 and S8 Fig). In restricting attention to the resulting eight subtypes, we renormalized their proportions to sum to one for comparison with corresponding flow cytometry measured proportions.

For six of the eight subtypes, the CDSeq-estimated relative proportions were significantly correlated (*p* < 0.05) with the flow-cytometry-based relative proportions. The correlations with activated memory CD4 and *γδ* T cells were not significant (*p* = 0.31 and 0.07, respectively). The CIBERSORT estimated relative proportions were significant correlated (*p* < 0.05) with the corresponding flow-cytometry-based relative proportions for all subtypes except *γδ* T cells (*p* = 0.19). In an overall comparison of CDSeq and CIBERSORT estimates, however, the total RMSE of CDSeq was about 6% lower than that of CIBERSORT. On the other hand, the estimated relative proportions by both CDSeq and CIBERSORT showed systematic bias in departing from equality with the flow-cytometry-based proportions. Besides the possible technical issues of flow-cytometry and the fidelity of the LM22 reference profiles, another possible reason for this systematic bias with this microarray data is that flow cytometry reports relative cell proportions whereas CDSeq and CIBERSORT report relative RNA proportions. Though CDSeq is capable of reporting either RNA proportions or cell proportions from RNA-Seq raw counts, it can report only RNA proportions with microarray data. We show CDSeq outperformed all other competing methods by having the smallest RMSE in S8 Fig.

### Estimating the number of cell types present from the data

We have been applying CDSeq by fixing the number of cell types at the correct number, since we know it in advance. CDSeq can, however, estimate the number of constituent cell types in a collection of samples, if necessary, by maximizing the posterior distribution (S1 Methods). The framework of CDSeq is built for RNA-Seq raw count data, therefore, raw count data is required for estimating the number of cell types. Consequently, we did not apply this feature for microarray data.

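With 2 cell types the CDSeq model put 22 of 23 luminal and 22 of 25 B lymphocyte genes highest in one component, which held on average 69.3% of the reads of the mixtures, and all 25 fibroblast and all 25 basal genes highest in the other, at 30.7%. With 3 cell types the 25 B lymphocyte genes had a component of their own, at 17% of the reads, beside a luminal one at 53% and a joint one of fibroblast and basal genes at 30%. With 4 cell types and 1 in 100 reads, the run from seed 1 kept fibroblast and basal genes together in a component of 19.8%, with luminal genes highest at 31.7% and B lymphocyte genes at 3.29%, and the component with most reads, at 45.2%, led no list. With 5 cell types all 4 lists were in different components, at 31.8% for luminal, 11.9% for basal, 8.65% for fibroblast and 1.96% for B lymphocyte genes, and this held for 6 to 10 types too. With 6 types their shares were 53.7%, 23.5%, 7.7% and 15.1%.
The number of cell types was read from the log joint probability of the reads and their assigned types, log p(w,z), with the model fitted to 1 in 100 reads of the 32 mixtures for each number from 2 to 10. Its maximum was at 2 types for each of 3 random seeds, and at 2 types with 1 in 1000 reads. On simulated mixtures with 4 types, however, log p(w,z) was lower for the true types (-64983066, total RMSE of proportions 0.00323) than for fits farther from them (-64168780 and -64045839, total RMSE 0.1475 and 0.2118), so that a higher value does not mark a better fit. With seed 1, log p(w,z) was -61366377 at 2, -63013929 at 3, -62974896 at 4 and -63516971 at 5 types. Among 3 to 10 types it was highest at 4 with seed 1, but at 3 with seed 2 (-63018667, against -63503653 at 4), with seed 3 (-63014528, against -63223768) and with 1 in 1000 reads (-5680712, against -5682485). The log likelihood of a share of 0.1 of the reads kept out of the fit, which judges the model on reads it has not used, was highest at 4 types, at -5859339, against -5862647 at 3, -5860399 at 5 and -5859436 at 8, the next highest. The held-out value was computed once and has no error. In the fits with 6, 7, 9 and 10 types, 4 components exceeded 5% of the reads in any mixture, and in those with 5 and 8 types 5 did.

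**Figure D2:**
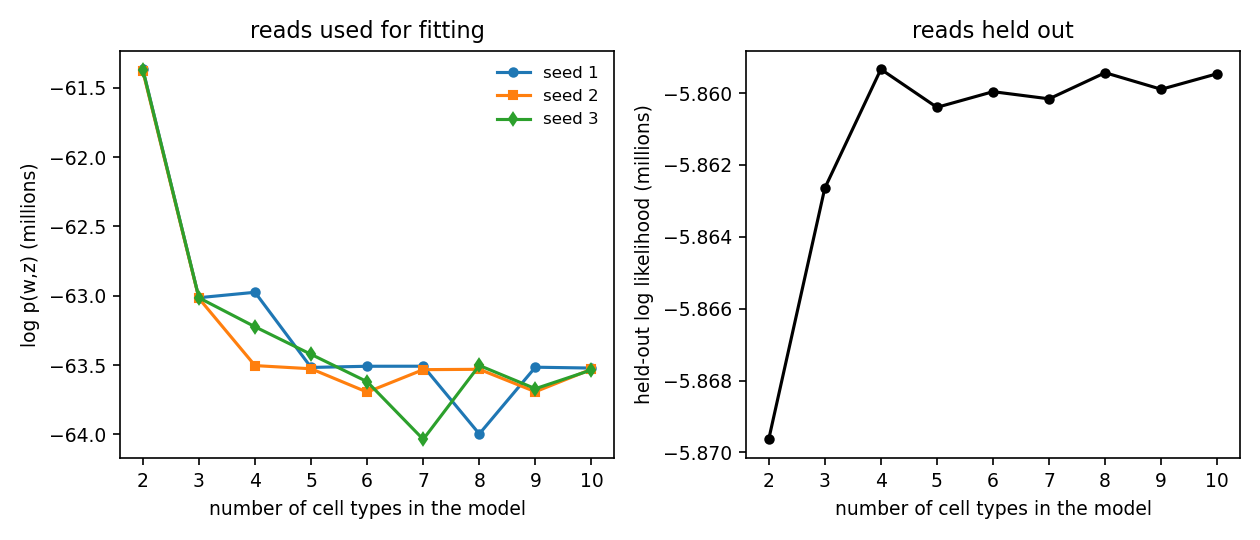
The left panel shows log p(w,z) (vertical axis) for models of 2 to 10 cell types (horizontal axis) from 3 random seeds, and the right panel the log likelihood of the reads kept out of the fit. The curves on the left are highest at 2 types, and the curve on the right is highest at 4.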

Applying this method to the synthetic data and to the data on mixed RNA described above correctly estimated number of cell types in each case (Fig 10). In Fig 10(A), the values of log posterior at 4 and 6 cell types are close, however, the maximum occurs at 6.

**Fig 10:**
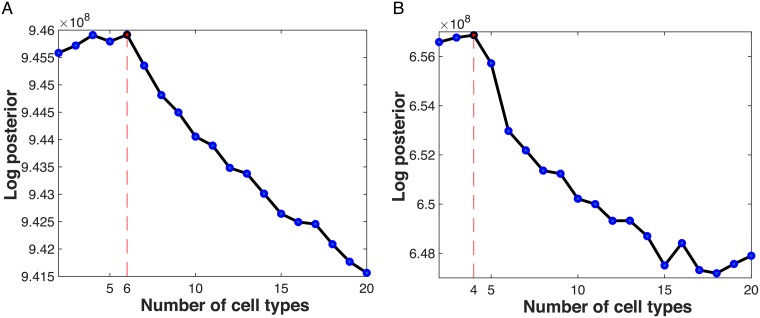
Estimating the number of cell types. The maximum of the log posterior provides an estimate of the number of cell types. (A) synthetic data; (B) mixed RNA data. In each data set, the method correctly estimated the number of cell types.

## Discussion

As a complete deconvlution method, CDSeq has many advantages over existing partial deconvolution methods, like csSAM [1] and CIBERSORT [25]. For example, CDSeq requires only one input (expression data from mixtures) to produce two outputs (estimates of cell-type-specific GEPs and sample-specific cell-type proportions). Partial deconvlution methods that require cell-type-specific GEPs as input face concerns about the accuracy or appropriateness of the reference profiles. Complete deconvolution avoids these concerns, although reference GEPs or marker genes are still required to match cell types constructed by the algorithm with actual biological cell types. Complete deconvlution also lowers the cost compared to methods that require cell-type proportions as input, which is typically estimated by using costly antibodies and flow cytometry.

In addition, our probabilistic model is conceptually more advanced than methods using matrix decomposition [15–17] or regression techniques [1, 25] for a couple reasons. First, our generative model explicitly considers how reads are generated and estimates cell proportions instead of RNA proportions whereas matrix decomposition or regression-based methods are not. Second, our model employs multinomial random variables to capture the stochastic nature of reads and therefore inherently builds in the constraint that proportions are nonnegative and sum to one on the parameters of interest; whereas matrix decomposition or regression-based methods need to impose those constraints on the parameter space explicitly, which brings technical challenges for numerical procedures.

Our proposed model extended the original LDA model in two primary ways that would be unnecessary in the context of natural language processing, but are crucial for RNA-Seq data. First, we built in a dependence of gene expression on gene length. Second, we accommodated possibly different amounts of RNA per cell from cell types whose cells differ in size when estimating the proportion of cells of each type in the sample. In addition, instead of specifying the number of cell types a priori, we provided an algorithm that allows the data to guide selection of the number of cell types. Finally, we proposed a quasi-unsupervised learning strategy that augments the input data (GEPs from mixed samples) with additional GEPs from pure cell lines that are anticipated to be components of the mixture.

We systematically compared the performance of CDSeq with seven competing deconvolution methods: CIBERSORT [25], DeconRNAseq [22], deconf [16], ssKL [17], UNDO [29], DSA [20] and csSAM [1]. Our comparisons encompassed a range of data sets: synthetic mixtures created numerically from GEPs of pure cell lines, GEPs measured on heterogeneous RNA samples constructed in our lab by mixing RNA extracted from pure cell lines in different proportions, the experimental expression data that was used to evaluate csSAM, expression data of 22 leukocyte subtypes (LM22) [25], expression data from follicular lymphoma samples [25], and expression data from samples of peripheral blood mononuclear cells (PBMC) [25]. In all these comparisons, CDSeq performed as well or better than competitors in estimating of cell-type proportions and cell-type-specific GEPs from heterogeneous tissue samples.

CDSeq, an unsupervised data mining tool, is fully data-driven and allows simultaneous estimation of both cell-type-specific GEPs and sample-specific cell mixing proportions. In some real data analyses when constituent cell types had highly correlated GEPs, the cell types found by CDSeq lacked a one-to-one correspondence with the known component cell lines. Our quasi-unsupervised approach ameliorates this problem. It involves augmenting the available GEPs from heterogeneous samples with GEPs from pure cultures of the cell types anticipated to be constituents. We showed that this quasi-unsupervised approach can improve CDSeq’s performance in lymphoma and deep deconvolution examples. In practice, whether or not to apply quasi-unsupervised approach would depend on the goal of the study. If a user is interested in deep deconvolution where one would like to know the proportions of related cell subtypes (e.g., different T subpopulations in samples), then the quasi-unsupervised approach would be recommended. In this case, the appended pure cell line GEPs should be those of the T cell subpopulations. Furthermore, inclusion of such cell line GEPs does not exclude identification of cell types other than those appended pure cell lines.

To improve CDSeq’s computational efficiency, we developed a data dilution strategy that can speed up the algorithm while retaining the accuracy of estimation (S1 Methods and S9 Fig). Furthermore, filtering out genes with low expression levels or with little sample-to-sample variation will reduce the running time and memory usage. 

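With the sampler written anew for the CDSeq model, the marker lists were in different components at a factor of 10. Most luminal, basal and fibroblast genes shared a component at 1000 and 10000. This sampler also recovered simulated mixtures poorly with all genes and 1 in 1000 reads (total RMSE 0.7357, with 80.13% of the reads in the largest type). That simulation held 18647 genes, against 10256 with reads left in the data at 1000, and may have used fewer iterations. It therefore does not test the sampler at the setting used for the data. The values at 1000 and 10000 may still not hold for the authors' program. At a dilution factor of 1000, KRT8 at 979.8 RPKM, KRT5 at 387.7 RPKM and COL1A1 at 347.7 RPKM were all highest in the same component, which held 99.9% of the reads. All 23 luminal, 19 of 25 basal and 20 of 25 fibroblast genes were highest there, so that most genes of these lists were not told apart. At this factor 14 of 25 B lymphocyte genes, among them CD19 at 12.7 RPKM, were highest in a component of 0.0448% of the reads. The prior of the model sets most levels in a component with so few reads. These values need not come from reads of B lymphocyte genes. At 10000, KRT8 at 1304, KRT5 at 521 and COL1A1 at 460.4 RPKM were again in a common component, with 97.5% of the reads. In it 18 of 23 luminal, 18 of 25 basal and 16 of 25 fibroblast genes were highest. At a factor of 100 the outcome depended on the random start. The shares of seeds 2 and 4 differed from those at a factor of 10 by a total RMSE of 0.183 each, seed 3 by 0.444 and seed 1 by 0.842. With seed 2 the 4 components correlated with those at a factor of 10 over the mixtures at r = 0.963 or more, and with seed 1 the basal one did so at 0.0631. The total was 1.25 at a factor of 1000 and 1.21 at 10000. After dilution 6918238 reads of 15015 genes were left at 100, 669974 reads of 10256 genes at 1000 and 36852 reads of 2073 genes at 10000. Measured against S2 Table by label, which is in doubt, the total RMSE of the proportions was 0.9225 at 100 with seed 1, 1.076 at 1000 and 1.024 at 10000, while at 100 the other seeds gave lower values, seed 4 0.7934. All factors other than 100 were run with 1 seed.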

CDSeq often manages to finish within couple hours. Currently, CDSeq is coded in MATLAB and Octave. An R package is currently being developed for a broader accessibility.

A limitation of current CDSeq model is the impossibility of fine tuning the hyperparameters to obtain optimal results without ground truth. In practice, we suggest setting *α* = 5, *β* = 0.5. When heterogeneous samples are likely dominated by one or two cell types, setting *α* < 1 may help; when cell-type-specific GEPs are likely to have relatively high correlation, setting *β* > 1 may help—though we cannot specify a definitive threshold for high correlation. From a practical point of view, the higher the correlations are, the fuzzier the discovered signal would be. Another potentially helpful technique is the quasi-unsupervised strategy. Efforts at enabling CDSeq to self-adjust hyperparameters based on given data are underway. Another possible extension for the current model is that the fundamental multinomial model used for gene expression imposes a certain negative correlation between expression counts at different loci. However, it is conceivable that, because genetic pathways can be regulated as units, the counts could be positively correlated among certain subsets of genes. The current CDSeq model cannot handle that kind of correlation structure.

In addition, the RNA-Seq mixtures generated in this work can serve as a valuable benchmarking dataset for other deconvolution methods.

We expect that CDSeq will prove valuable for analysis of cellular heterogeneity on bulk RNA-Seq data. This computational method provides a practical and promising alternative to methods that require expensive laboratory apparatus and extensive labor to isolate individual cells from heterogeneous samples, which could also entail possible loss of a systems perspective. Application of CDSeq will aid in deciphering complex genomic data from heterogeneous tissues.

## Supporting information

S1 Methods Statistical inference for CDSeq.

S1 Table Randomly generated sample-specific cell-type proportions (%) used to create synthetic data.

S2 Table Cell-type (RNA) proportions (%) used to create mixed samples in the experiment with cultured cell types.

S1 Fig Results for synthetic data.

S2 Fig Results for experimental data.

S3 Fig Results for liver, brain and lung mixtures data.

S4 Fig Deconvolution of 22 leukocyte subtypes (LM22) data set.

S5 Fig Correlation among true LM22 GEPs.

S6 Fig Result of deconvolution of follicular lymphoma tumors data.

S7 Fig Results of deconvolution of 14 follicular lymphoma tumors samples.

S8 Fig Performance comparisons on deep deconvolution.

S9 Fig Running time of CDSeq plotted against the dilution factor for data dilution using the synthetic data and experimental data.

S10 Fig Linearity assumption test using 32 experimental mixtures.

# Supplementary material for: CDSeq: A novel complete deconvolution method for dissecting heterogeneous samples using gene expression data
**Source:** PLoS Comput Biol. 2019 Dec 2;15(12):e1007510. doi: 10.1371/journal.pcbi.1007510
**Supplement:** S1 Table

S1 Table. Randomly generated sample-specific cell-type proportions (%) used to create synthetic data.

Sample Number	Cell types					
	Breast epithelial carcinoma	Normal B lymphocyte	Normal CD14+ leukapheresis	Normal fetal lung fibroblast	Normal mammary epithelial breast	Normal umbilical vein endothelial blood vessel
1	16.1	16.0	10.3	18.0	15.1	24.4
2	16.3	22.2	20.2	15.0	10.7	15.7
3	16.8	24.4	16.2	20.2	5.4	16.9
4	14.5	26.2	15.8	14.0	15.1	14.3
5	20.5	18.8	19.3	8.0	13.9	19.5
6	20.1	21.7	8.7	14.9	29.5	5.1
7	14.8	21.3	21.7	21.9	8.6	11.7
8	15.6	8.1	28.9	16.1	14.7	16.6
9	11.4	8.4	12.7	24.8	15.8	26.9
10	12.8	25.4	18.8	15.0	9.8	18.3
11	15.7	19.9	11.4	14.7	19.1	19.3
12	9.2	26.2	9.7	18.1	20.4	16.4
13	8.3	19.1	20.5	18.4	6.8	26.9
14	21.3	26.6	11.1	18.9	9.7	12.5
15	31.5	16.8	14.0	15.3	12.2	10.2
16	22.0	18.4	11.4	9.8	19.7	18.8
17	12.4	18.3	11.8	26.5	14.8	16.2
18	8.5	18.3	16.1	22.0	16.7	18.3
19	6.6	8.2	10.8	10.4	44.7	19.3
20	21.3	29.1	5.2	22.3	12.6	9.5
21	17.7	14.7	25.2	17.5	12.6	12.2
22	17.5	33.3	11.2	8.2	20.1	9.7
23	9.0	13.9	30.2	23.4	9.4	14.1
24	13.1	17.7	26.5	17.6	12.6	12.6
25	18.6	12.8	14.5	10.4	16.5	27.1
26	20.1	14.4	16.7	12.2	21.1	15.6
27	28.0	21.5	11.6	14.7	16.3	8.0
28	16.9	13.7	16.5	22.4	5.8	24.8
29	35.4	16.2	11.5	12.2	19.0	5.7
30	18.9	20.9	11.9	15.4	11.7	21.1
31	10.2	10.2	22.7	18.2	19.7	19.1
32	8.4	13.6	11.1	19.8	22.4	24.7
33	13.7	6.7	19.1	13.1	23.9	23.5
34	15.7	7.5	22.2	24.7	15.1	14.9
35	23.0	20.0	13.9	10.8	8.3	24.0
36	10.1	34.1	14.3	25.9	9.7	5.9
37	20.7	24.3	11.4	15.2	14.3	14.2
38	14.6	30.2	19.2	15.6	9.0	11.4
39	17.3	24.9	14.3	14.2	8.5	20.8
40	9.4	9.9	15.4	31.4	19.4	14.5

# Supplementary material for: CDSeq: A novel complete deconvolution method for dissecting heterogeneous samples using gene expression data
**Source:** PLoS Comput Biol. 2019 Dec 2;15(12):e1007510. doi: 10.1371/journal.pcbi.1007510
**Supplement:** S2 Table

S2 Table. Cell-type (RNA) proportions (%) used to create mixed samples in the experiment with cultured cell types. Samples 1 to 4 and 37 to 40 are two replicates of the four pure cell lines. They were used as ground truth for benchmarking the CDSeq-identified cell types, not input for CDSeq

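Single marker genes followed the proportions of S2 Table weakly when mixtures are taken by label. Of 23 luminal genes, such as KRT18 and XBP1, 22 correlated positively with the proportion of MCF7 at a p under 0.05 adjusted over the list alone, with a median Pearson's r of 0.438 over the 32 mixtures. XBP1, a transcription factor of secretory cells, had the highest r of them, 0.471 (n = 32, permutation p = 0.0065, adjusted p = 0.0665 over all lists), and Spearman's rho = 0.547 (permutation p = 0.00136), while KRT7 went the other way at r = -0.491. Of 25 basal genes 19 did so with the proportion of hMECs-hTERT (median r 0.373). Of 25 fibroblast genes, such as SPARC and DCN, 0 did so with the proportion of Hs 343.T (median r 0.0817), and of 25 B lymphocyte genes, such as PAX5 and CD22, 0 with that of Namalwa (median r 0.0267). Adjusted over all 98 genes, 0 correlated positively and 0 negatively. Without the 2 mixtures farthest from the median proportion the median r was 0.413 for luminal, 0.346 for basal, 0.109 for fibroblast and -0.0283 for B lymphocyte genes. Within the 26 deeper mixtures it was 0.409, 0.389, 0.122 and -0.0613. Within the 6 shallow ones it was 0.192 for basal, -0.576 for fibroblast and 0.235 for B lymphocyte genes, and luminal genes had none because MCF7 does not vary there. The p-values are from permutation tests, two-sided, of CPM against the proportion of each gene, and all measured members of the lists were used, a choice made after the data had been seen because no gene was specific to a line. The genes of a list share the same mixtures and are not independent.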

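Marker genes of several libraries labelled as pure are those of another line. KRT8 (chromosome 12, 52897187 to 52949954 of GRCh38, overlapping KRT18) was at 13550 CPM in the library labelled MCF7 replicate 1, but also at 11380 in that labelled hMECs-hTERT replicate 1 and 11400 in that labelled Namalwa replicate 1, and at 3344 in that labelled MCF7 replicate 2. COL1A1 (chromosome 17, 50183289 to 50201632) was at 23450 CPM in the library labelled hMECs-hTERT replicate 2, against 223.1 and 2902 in those labelled Hs 343.T replicates 1 and 2. KRT5 (chromosome 12, 52514575 to 52520687) was at 7541 CPM in the library labelled Hs 343.T replicate 1, against 399.3 and 1514 in those labelled hMECs-hTERT. CD79B (chromosome 17, 63928740 to 63932354) was at 948.5 CPM in the library labelled Namalwa replicate 2 and at 29.5 in that labelled replicate 1, and at 344.9 and 365.3 in those labelled MCF7 and Hs 343.T replicates 2. TERT (chromosome 5, 1253147 to 1295069) was highest in the library labelled Hs 343.T replicate 1, at 55.6 CPM. CDKN2A (chromosome 9, 21967753 to 21995301), lost in MCF7, was at 1.73 CPM in the library labelled MCF7 replicate 1 and at 54.6 in that labelled MCF7 replicate 2.
Among all 40 libraries, the level on the list of the labelled line ranked the library labelled MCF7 replicate 1 at 1 (luminal list) and that labelled Namalwa replicate 2 at 1 (B lymphocyte list). The library labelled MCF7 replicate 2 ranked at 36, those labelled Hs 343.T at 19 and 16, those labelled hMECs-hTERT at 33 and 22, and that labelled Namalwa replicate 1 at 33. Across genes, the libraries labelled hMECs-hTERT replicate 1 and Namalwa replicate 1 correlated at r = 0.9948 on the log2 scale, and those labelled MCF7 replicate 2 and Hs 343.T replicate 2 at 0.985, while the 2 libraries of the same label correlated at 0.7807 for MCF7, 0.8466 for Hs 343.T, 0.7514 for hMECs-hTERT and 0.6722 for Namalwa.

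**Figure D3:**
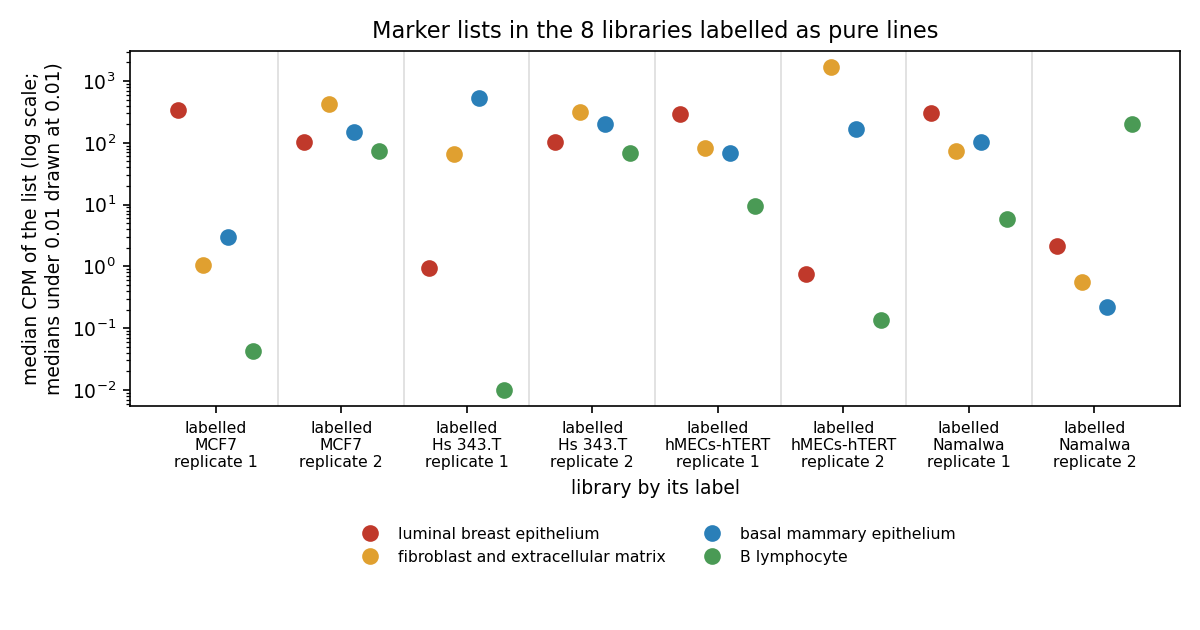
Median CPM (vertical axis, logarithmic, with medians under 0.01 drawn at 0.01) of the marker lists of luminal epithelium, fibroblasts and extracellular matrix, basal epithelium and B lymphocytes in each of the 8 libraries labelled as pure (horizontal axis), with 1 point per list and library. The fibroblast median is highest, at 1690, in the library labelled hMECs-hTERT replicate 2 (66.5 and 314 in those labelled Hs 343.T), and the basal median, at 524, in that labelled Hs 343.T replicate 1.

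With the labels as given, edgeR's quasi-likelihood test called 0 of 16152 genes in any line against the other 3 at an adjusted p under 0.05 and 2-fold, and DESeq2 called 0 too. At an unadjusted p under 0.05, edgeR had 5 genes for MCF7, 111 for Hs 343.T, 139 for hMECs-hTERT and 5 for Namalwa, and DESeq2 24, 383, 572 and 251. The common dispersion was 0.7965, at which the test recovered 0 of 200 simulated 4-fold changes (DESeq2 22), while at 0.01 it recovered 200. COL1A1 had a log2 fold change of 4.14 for hMECs-hTERT (standard error 2.13, adjusted p = 0.999, edgeR), KRT5 of 2.95 for Hs 343.T (standard error 2.22, adjusted p = 0.999), KRT8 of 1.14 for MCF7 (standard error 2.18, adjusted p = 1) and CD79B of 2.37 for Namalwa (standard error 2.76, adjusted p = 0.999). No member of the luminal, basal, fibroblast or B lymphocyte list was called, nor when adjusted over the list alone. As lists, luminal genes were shifted up in MCF7 (median log2 fold change 1.11, adjusted p = 6.12e-11 from camera with a preset correlation), basal genes in Hs 343.T (2.71, adjusted p = 1.13e-17), fibroblast genes in hMECs-hTERT (3.92, adjusted p = 1.09e-15) and B lymphocyte genes in Namalwa (2.38, adjusted p = 1.04e-09). Of 76 such tests 32 passed an adjusted p of 0.05 with the preset correlation and 0 with an estimated correlation, where the smallest adjusted p was 0.814. These directions follow the labels, which the markers above go against.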

Sample Number	Cell types			
	Tumor – MCF7	CAFs – Hs 343.T	Normal breast – hMECs-hTERT	Lymphocytes – Namalwa
1	100	0	0	0
2	0	100	0	0
3	0	0	100	0
4	0	0	0	100
5	85	5	5	5
6	85	9	3	3
7	85	3	9	3
8	85	3	3	9
9	70	10	10	10
10	70	15	10	5
11	70	15	5	10
12	70	10	15	5
13	70	10	5	15
14	70	5	15	10
15	70	5	10	15
16	55	15	15	15
17	55	30	10	5
18	55	30	5	10
19	55	10	30	5
20	55	10	5	30
21	55	5	30	10
22	55	5	10	30
23	40	20	20	20
24	40	30	20	10
25	40	30	10	20
26	40	20	30	10
27	40	20	10	30
28	40	10	30	20
29	40	10	20	30
30	25	25	25	25
31	25	35	25	15
32	25	35	15	25
33	25	25	35	15
34	25	25	15	35
35	25	15	35	25
36	25	15	25	35
37	100	0	0	0
38	0	100	0	0
39	0	0	100	0
40	0	0	0	100

# Supplementary material for: CDSeq: A novel complete deconvolution method for dissecting heterogeneous samples using gene expression data
**Source:** PLoS Comput Biol. 2019 Dec 2;15(12):e1007510. doi: 10.1371/journal.pcbi.1007510
**Supplement:** S2 Fig

A

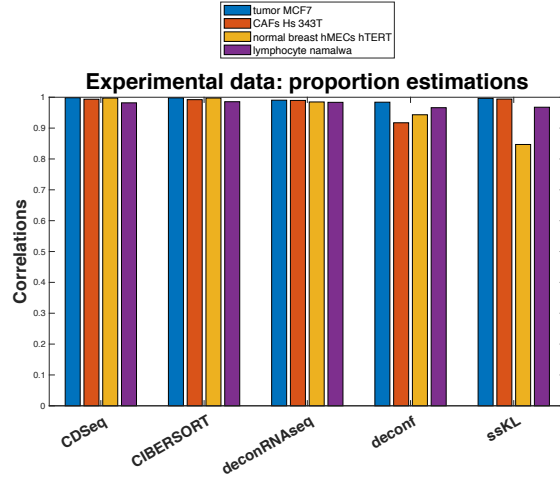

B

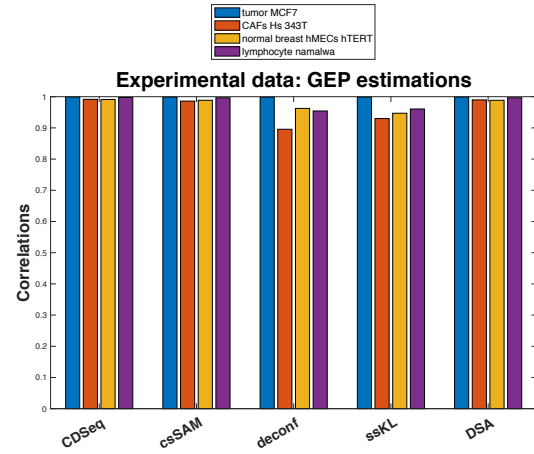

C

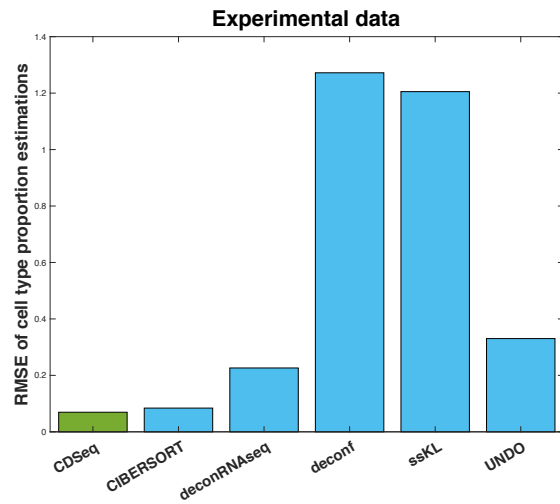

D

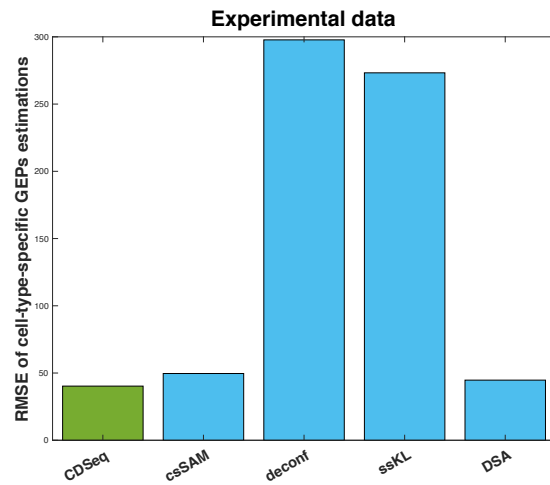

S2 Fig. Results for experimental data. We ran CDSeq, CIBERSORT, csSAM, DeconRNAseq, UNDO, deconf, ssKL, and DSA on our experimental mixtures. We set $\alpha = 5, \beta = 0.5, N = 700$ for CDSeq and used default settings for all other methods. (A). Correlations between estimated SSP with true SSP; (B). Correlations between estimated csGEPs with true csGEPs; (C). RMSEs of SSP estimations; (D). RMSEs of csGEPs estimation.

# Supplementary material for: CDSeq: A novel complete deconvolution method for dissecting heterogeneous samples using gene expression data
**Source:** PLoS Comput Biol. 2019 Dec 2;15(12):e1007510. doi: 10.1371/journal.pcbi.1007510
**Supplement:** S3 Fig

Dissecting mixtures of liver, lung and brain cells

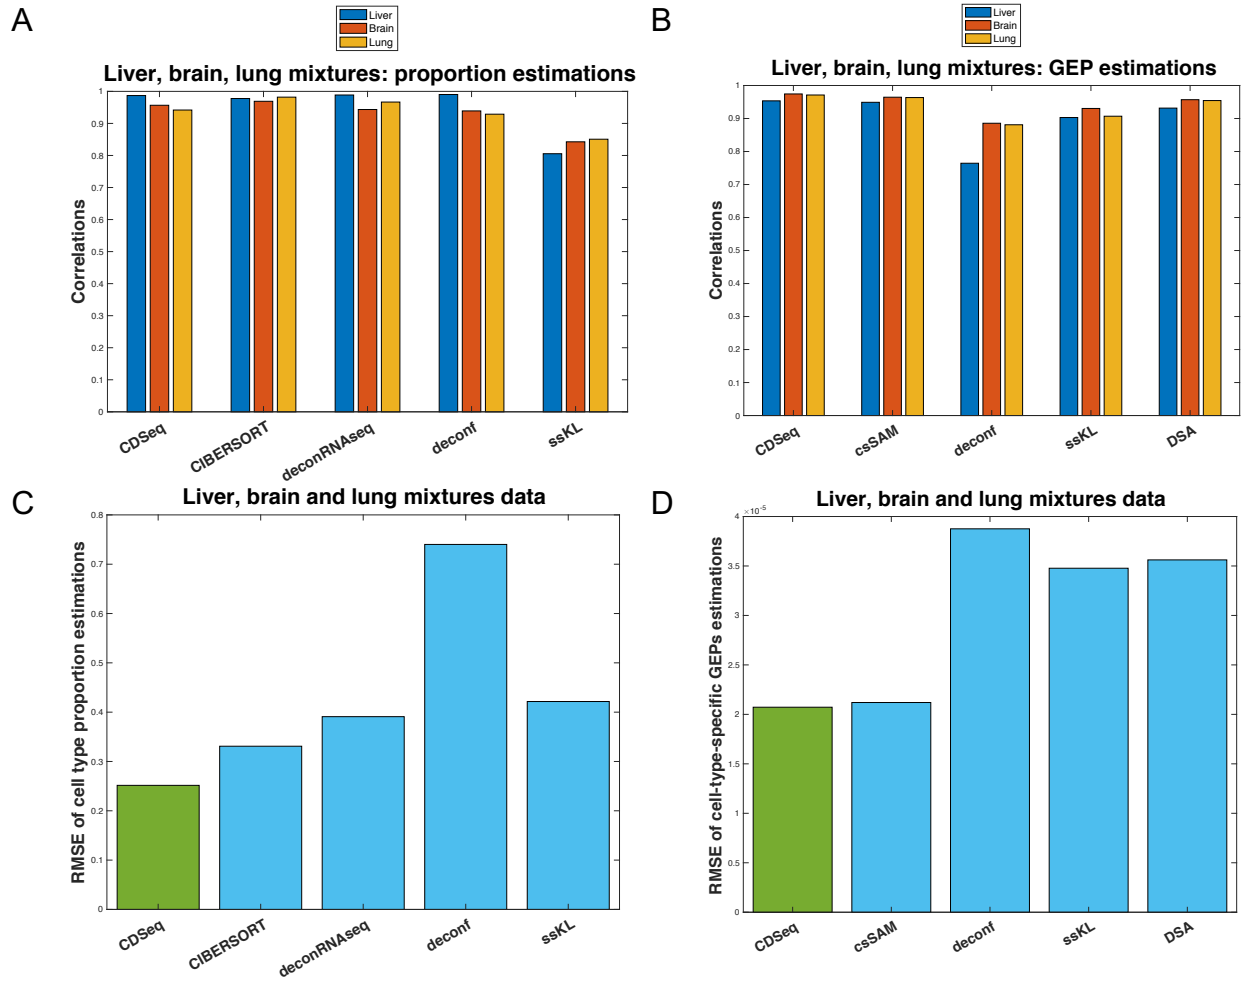

S3 Fig. Results for liver, brain and lung mixtures data. We ran CDSeq, CIBERSORT, csSAM, DeconRNAseq, UNDO, deconf, ssKL, and DSA on liver, brain, and lung mixtures. We set $\alpha=5$, $\beta=0.5$, $N=700$ for CDSeq, and used default settings for all other methods. (A). Correlations between estimated SSP with true SSP; (B). Correlations between estimated csGEPs with true csGEPs; (C). RMSEs of SSP estimations; (D). RMSEs of csGEPs estimations

How the deposited data were processed for this re-analysis (not part of the article)

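RNA-Seq libraries of 4 human cell lines (MCF7, Hs 343.T, hMECs-hTERT and Namalwa; 2 libraries each) and of 32 mixtures of their RNAs (1 library each) were analysed, with the known proportions of S2 Table. The authors demultiplexed single-end reads with bcl2fastq, trimmed adapters with cutadapt 1.12, aligned to GRCh38 with STAR 2.5.2b and counted reads per gene with featureCounts 1.5.1. The annotation, the strand setting and the treatment of reads with several matches are not stated in the article or the sample descriptions. S1 Methods, which gives details of data generation, was not read. The values are whole-number counts without normalization, 1 table for all 40 libraries, with a median of 22462702 counts over the mixtures. In the table, 27 genes have a date in place of a name and were not matched.

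Genes were matched by name to GENCODE release 29, and the summed length of merged exons served as gene length for RPKM. Of the genes with at least 10 counts over the mixtures (28797), 28086 had a length. Pure lines were compared with the quasi-likelihood test of edgeR 4.0.16 under R 4.3.3, each line against the mean of the other 3, with TMM scaling and filterByExpr, at a Benjamini-Hochberg adjusted p under 0.05 and a fold of 2. DESeq2 1.42.0 was the alternative. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated one. With 2 libraries per line no other split of the samples was counted.

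The model at the core of CDSeq, latent Dirichlet allocation with a collapsed Gibbs sampler, was written anew in Python 3.11 with numpy 2.4.6 and numba 0.67.0, since the authors' program was not at hand. It used 4 cell types, alpha 5, beta 0.5, 700 iterations, a dilution factor of 10, equal RNA amounts per cell type and only the libraries labelled as mixtures. The competing programs were likewise replaced by own versions of their principle. CIBERSORT was replaced by nu-support vector regression (nu of 0.25, 0.5 and 0.75, scikit-learn 1.9.0) on 150 reference genes per line, 600 in all. DeconRNASeq was replaced by least squares with weights of 0 or more that sum to 1, deconf by non-negative matrix factorization (median of 10 seeds), and csSAM by least squares per gene. Permutation tests were two-sided with 100000 resamples (scipy 1.17.1), and errors of RMSE came from 1000 bootstrap draws of mixtures. Linearity was computed with a pseudocount of 1. The number of cell types was read from log p(w,z), computed without an entropy term, as the formula of S1 Methods was not at hand.

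The gene lists were luminal breast epithelium, estrogen response, basal mammary epithelium, fibroblast and extracellular matrix, B lymphocyte, MHC class II, MHC class I presentation, interferon-stimulated genes, T lymphocyte, myeloid, endothelial, adipocyte, cell cycle, mitochondrially encoded mRNAs, immediate early and heat shock, epithelial-mesenchymal transcription factors, glycolysis, cholesterol synthesis and a label check (TERT, CDKN2A, CDKN2B, MTAP and CASP3). GATA3, TWIST1 and PRRX1 each stand in 2 lists. The genes named by rule were, for each line, the 10 called genes with the largest fold change (mean log2 CPM of at least 5; there were none), the first 10 genes of the list of the line, and the genes of the label check. Other genes named in the text were chosen after their values were seen. All lists, tests and alternatives were fixed before the data were examined, except the tests of explanations in the closing section that are named there as chosen later, the summary of the components by list, and 4 replacements. These were made because no gene passed as specific to a line. Reference genes were taken by fold alone for support vector regression and for 1 alternative of constrained least squares, whose main value used all genes. All list members were used along the mixing series, and random lists were drawn among genes of at least 1 CPM.

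The sampler was tested on simulated data. With profiles drawn from the priors of the model the total RMSE of proportions was 0.0132. With 4 libraries mixed by the weights of S2 Table it was 0.3004 at a dilution factor of 10 and 0.1475 at 100, with the lowest r of a cell type at 0.952 and 0.978. With all genes and 1 in 1000 reads it was 0.7357, with 80.13% of the reads in the largest type. This last simulation held 18647 genes, more than had reads in the data at a factor of 1000 (10256). It may also have used fewer iterations, so it does not test the sampler at the setting of the data. An error in the order of updates of the sampler was found with simulated data after first results had been seen. It was mended on simulated data alone, and every run of the model was repeated. On simulated mixtures the total RMSE was 0.0125 for support vector regression, 0.1915 for constrained least squares and 0.2783 for matrix factorization.

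Alternatives were other dilution factors, seeds, priors and iterations, the pure libraries appended (quasi-unsupervised), protein-coding genes only, CPM in place of RPKM, only the pure libraries numbered 1 or 2, the known proportions as drawn in Fig 5A (Hs 343.T at 0.8 of S2 Table and the remaining 0.2 added to hMECs-hTERT), other numbers of reference genes, another pseudocount, no filter, the replicate number as a block, and leaving out each pure library. The synthetic mixtures and the mixtures of other studies were not analysed, since the table does not hold them.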

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

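The 2 tests of the order of the columns were chosen only after the markers had been seen. The ratio of the libraries labelled mixtures 7 and 26 was predicted before it was computed, but after a like ratio of 0.202 between 2 libraries labelled as pure had been seen.

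B lymphocyte genes were high in a library to whose label S2 Table gives 5% Namalwa. The median of the list was 181 CPM in this library, labelled mixture 8, against 199 in that labelled Namalwa replicate 2 and 5.85 in that labelled Namalwa replicate 1. The luminal list had a median of 323 CPM in the library labelled mixture 25, against 338 in that labelled MCF7 replicate 1, while its fibroblast median was 0.541 CPM. These libraries stood out because the paper does not report single genes in them and the signal exceeds that of a mixture. A candidate explanation is that the columns of counts stand in another order than their names. The order tried was read from 8 columns: the columns in turn hold the samples of S2 Table with odd numbers from 1 to 19, even ones from 2 to 20, odd ones from 21 to 39 and even ones from 22 to 40. Over the 32 columns not used to read it, the level of the marker list of each line correlated with its proportion at a mean Pearson's r of 0.985 (0.985 for MCF7, 0.981 for Hs 343.T, 0.988 for hMECs-hTERT and 0.987 for Namalwa). In the order named, the mean over these columns was 0.116. Of 100000 random orders 0 had a mean as high, and the highest was 0.451. Only 4 columns stand in their named place under this order. The other explanation tested, RNA of other lines in single libraries labelled as pure with the mixtures as named, needs the mixtures to follow S2 Table. Their mean r was 0.234, which argues against it. No biological explanation was tested. The proportions of Fig 5A and Fig 6A, where CDSeq comes close to the paper's known proportions, are another measure, but they do not show in which order the deposited columns stand. The order is a hypothesis, and no library was regrouped by it.

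Basal genes were present where fibroblast genes were highest. The library labelled mixture 7 had a median fibroblast level of 1650 CPM and a basal level of 166 CPM. Its ratio to the library labelled mixture 26, the highest in basal genes, had a median of 0.192 over 25 basal genes (0.0612 to 0.453), with 18 genes between 0.1 and 0.3. In the library labelled mixture 8 the same ratio was 0.000146 and in that labelled mixture 25 it was 0.0096. Fig 5A draws lower known proportions of Hs 343.T and higher ones of hMECs-hTERT than S2 Table. RNA of basal epithelial cells in the RNA of the libraries highest in COL1A1 would give such a ratio, but the test cannot decide. The like ratio seen before it lay in the same range, between libraries with nearly the same levels of both lists as mixtures 7 and 26, so that this explanation remains open. The same idea taken by label, with RNA of hMECs-hTERT in the RNA labelled Hs 343.T, remains open too: the median ratio was 4.5 by label (16.6 and 1.42 in the libraries numbered 1 and 2), above what any share of the RNA could give, and the labels are in doubt. Against random lists of 24 genes of matched expression, with a median ratio of 0.997, the list's 4.59 lay at the 100th percentile. This percentile repeats the conflict between labels and markers and cannot bear on this explanation. Whether the fibroblast line itself expresses basal genes was not tested.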

How the results depend on the processing

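The test between pure lines called 0 genes in every line with edgeR, DESeq2, no filter, no fold minimum and the replicate block, and in every fit that left out a library (0 to 0). At this spread edgeR recovered 0 of 200 simulated changes, so these counts say nothing about stability. Leaving out all 6 doubted libraries leaves no replicates and no test. Among the 155 alternatives of the 21 results with a test or count, 18 moved, 1 was weaker, 0 were stronger and 1 reversed. Values of single genes are counted apart. The cause was not tested for any of those below.

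With an estimated correlation 0 list tests passed (32 with the preset one), and 27 with the replicate block. Deviations of the libraries from their line means, by label, correlated at -0.488 to 0.51 between lines. With the labels in doubt this cannot show whether the replicate numbers mark a batch. The pure libraries numbered 1 held 13879263 counts or more and those numbered 2 held 8961600 or less. The total RMSE of the CDSeq model, 0.798, was 1.076 at a dilution factor of 1000, 1.024 at 10000, and 1.079 with beta at 5 and a factor of 100 together, where the factor of 100 alone gave 0.9225 with the same seed and 0.7914, 0.8505 and 0.7934 with seeds 2 to 4. Its difference from support vector regression was -0.00624 at 100 with seed 1 (permutation p = 0.939; not tested with seeds 2 to 4, whose totals were below that of the regression) and 0.147 at 1000 (permutation p = 0.0344), against -0.131. Support vector regression, 0.929, gave 1.423 with only the pure libraries numbered 1, 1.166 with those numbered 2 and 1.206 with 50 genes per line. Constrained least squares, 1.01, gave 1.595 and 1.352 with those pure libraries. The alternatives for the number of types, 2, gave 4 by the held-out reads and 2 otherwise.

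The RMSE of the GEPs of the CDSeq model was 467.1 in CPM, where the unit differs, and 294.0, 299.8 and 322.3 RPKM at dilution factors of 100, 1000 and 10000. The regression on known proportions had 335.1 in CPM. The median ratio of basal genes between labelled Hs 343.T and hMECs-hTERT, 4.502, was 16.61 with only the libraries numbered 1. The linearity median stayed between 0.9676 and 0.991 in its 5 alternatives. Of 80 alternative values of 40 single genes in the components, 39 moved, all at a dilution factor of 100 with the random start that put basal genes with fibroblast genes. KRT8 was at 2986 RPKM there. In the 6 mixtures with 10226959 counts or less, no r can be had for MCF7 because its proportion is constant there. What depth limits was not tested.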

Differences from the paper's values

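All values by label carry the doubt about the order of the columns.

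The paper gives 4 as the number of cell types at the maximum of its measure, and log p(w,z) had its maximum at 2, though on simulated mixtures this measure was lower for the true types than for worse fits. Of the 4 alternatives set before the data were examined, the held-out reads gave 4, and the other seeds and a dilution factor of 1000 gave 2.

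The paper states that the GEP RMSE of CDSeq was 16% smaller than that of csSAM. Against the regression on known proportions the value was -27.3%, so that the regression had the smaller RMSE. It was -8.293% with only the pure libraries numbered 1 and -39.39% in CPM. With only the pure libraries numbered 2 it was 27.14% (97.7 against 134.1 RPKM), in the direction the paper states and above its value.

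For total RMSE of proportions in Fig 6, read by eye, the paper has about 0.07 for CDSeq (0.7981 here), about 0.085 for CIBERSORT (0.9287), about 0.23 for deconRNAseq (1.01) and about 1.3 for deconf (0.8067). For the GEP RMSE the paper has about 40 for CDSeq in Fig 6, read by eye (110.9 here), and about 50 for csSAM (87.12). None of the alternatives set before the data were examined closed any of these differences. No alternative took the columns in another order than named. The values are by label and come from own versions of the programs, and which of these matters was not tested.

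The paper states that CDSeq in general did better than its competitors on the experimental mixtures. By label the regression on known proportions had the smaller GEP RMSE. Both its proportions and the pure profiles it was measured against were taken by label, so this does not rank the methods. The paper's order of CDSeq before CIBERSORT on proportions is also the order found by label at a dilution factor of 10. This order does not rank the methods, since support vector regression took its reference from the libraries labelled as pure. On simulated mixtures, where its reference was the profiles that had been mixed, it had a total RMSE of 0.0125. The CDSeq model had 0.3004 on such mixtures at a factor of 10.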

Other observations

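Genes of several programmes had their highest level in particular components of the CDSeq model, at a dilution factor of 10. Of 24 cell cycle genes 16 were highest in the B lymphocyte component (median 61.4 RPKM), 4 in the luminal one (37.8), 4 in the basal one (35.9) and 0 in the fibroblast one (3.76). MKI67, a marker of cycling cells, was at 56.9 RPKM in the basal component and at 6.33 in the fibroblast one. In the library labelled mixture 7 the cell cycle median was 35.9 CPM, against 195 in mixture 8. Of 21 genes of cholesterol synthesis 18 were highest in the luminal component (30.3 RPKM), with DHCR7 at 102.2 and SQLE at 82.4. Of 17 glycolysis genes 10 were highest in the basal component (52.2 RPKM), with GAPDH at 1281, and LDHA was highest in the fibroblast one, at 393.1. Of 11 genes on the list of epithelial-mesenchymal transcription factors 5 were highest in the fibroblast component (14.1 RPKM), such as TWIST2 at 58.8. Among these 5 is CDH2, at 46.6, which encodes a cadherin and not a transcription factor. SNAI2 was highest in the basal component, at 92.1. Of 13 measured immediate early and heat shock genes 8 were highest in the luminal component (57.4 RPKM), with FOS at 234.7. Of 13 mitochondrially encoded mRNAs 7 were highest in the luminal and 4 in the fibroblast component.

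Of 12 genes of MHC class I presentation 7 were highest in the B lymphocyte component (median 9.61 RPKM) and 5 in the basal one (4.4), while HLA-B was at 80.9 in the B lymphocyte and 0.0868 in the luminal component. Of 22 interferon-stimulated genes 12 were highest in the B lymphocyte component (2.59 RPKM), with BST2 at 89.3, 6 in the fibroblast one, with STAT1 at 173.6, 3 in the luminal and 1 in the basal one. No enrichment of lists in components was tested.

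Genes of cells that were not put into the mixtures were low. The highest median of a component was 0.075 RPKM for 10 measured T lymphocyte genes, 0.0944 for 9 myeloid genes, 0.0857 for 10 endothelial genes and 0.114 for 5 adipocyte genes. Single genes of these lists were higher: LCK at 13.3 and FCER1G at 21.5 RPKM in the B lymphocyte component and FABP4 at 18.7 in the basal one. GATA3, which stands in the T lymphocyte and in the luminal list, was at 400.8 RPKM in the luminal component. Of the label check genes, CDKN2B was highest in the fibroblast component at 20.0 RPKM and CASP3 lowest in the luminal one at 4.98.

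With labels as given and a preset correlation, further lists passed the set test between pure lines: estrogen response genes up in MCF7 (median log2 fold change 0.69, adjusted p = 2.19e-07), MHC class II genes up in Namalwa (2.02, adjusted p = 4.58e-04), and cell cycle genes down in hMECs-hTERT (-0.65, adjusted p = 3.86e-11). With an estimated correlation none of these passed, each at an adjusted p of 0.814. For fibroblast genes in Hs 343.T the median of -0.22 and the test, up at an adjusted p of 0.016, differ in sign. With an estimated correlation this adjusted p was 0.884, and with the replicate block 0.0691. When adjusted over the list alone, 1 endothelial gene was called in Hs 343.T, and 0 with the replicate block.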
